# Age and sex dependent changes in liver gene expression during the life cycle of the rat

**DOI:** 10.1186/1471-2164-11-675

**Published:** 2010-11-30

**Authors:** Joshua C Kwekel, Varsha G Desai, Carrie L Moland, William S Branham, James C Fuscoe

## Abstract

**Background:**

Age- and sex-related susceptibility to adverse drug reactions and disease is a key concern in understanding drug safety and disease progression. We hypothesize that the underlying suite of hepatic genes expressed at various life cycle stages will impact susceptibility to adverse drug reactions. Understanding the basal liver gene expression patterns is a necessary first step in addressing this hypothesis and will inform our assessments of adverse drug reactions as the liver plays a central role in drug metabolism and biotransformation. Untreated male and female F344 rats were sacrificed at 2, 5, 6, 8, 15, 21, 52, 78, and 104 weeks of age. Liver tissues were collected for histology and gene expression analysis. Whole-genome rat microarrays were used to query global expression profiles.

**Results:**

An initial list of differentially expressed genes was selected using criteria based upon p-value (p < 0.05) and fold-change (+/- 1.5). Three dimensional principal component analyses revealed differences between males and females beginning at 2 weeks with more divergent profiles beginning at 5 weeks. The greatest sex-differences were observed between 8 and 52 weeks before converging again at 104 weeks. K-means clustering identified groups of genes that displayed age-related patterns of expression. Various adult aging-related clusters represented gene pathways related to xenobiotic metabolism, DNA damage repair, and oxidative stress.

**Conclusions:**

These results suggest an underlying role for genes in specific clusters in potentiating age- and sex-related differences in susceptibility to adverse health effects. Furthermore, such a comprehensive picture of life cycle changes in gene expression deepens our understanding and informs the utility of liver gene expression biomarkers.

## Background

The liver's ability to process exogenous chemicals and protect itself from injury is influenced by many factors, including an individual's age [1], sex [2], ethnicity [3], genotype [4], and diet [5]. Age- and sex-dependent factors are decidedly innate and comprise two of the most important variables in gauging liver function and responsiveness to chemical insult. Because the liver is the first and primary line of defense against the potentially toxic effects of oral xenobiotics [6,7], inquiry into its gene expression profiles to assess potential susceptibilities was performed. Not all potential causes of susceptibility were examined, only those gene expression changes associated with sex and age. Some important gene regulatory events may not be evident at the RNA level, in the tissue examined (liver), or in the absence of chemical challenge. Mechanisms of susceptibility may also be dependent on non-transcriptional events such as protein expression and modifications, as well as polymorphisms in specific genes and proteins, which lie beyond the scope of the current study. Nonetheless, capturing baseline gene expression profile measurements is a necessary first step in characterizing the suite of genes differentially expressed at various ages.

Age-dependency in susceptibility to drug induced liver injury (DILI) has been established clinically. For example, age has been shown as a predisposing factor for adverse effects of the antiepileptic drugs carbamazepine and valproate [8]. In the case of carbamazepine, elderly patients appear to be at increased risk of developing blood dyscrasias and liver reactions whereas risk for adverse liver reactions to valproate is associated with young patients. Sex-differences in DILI have also been reported: for example, acetaminophen seems to exhibit female-specific susceptibilities in clinical and epidemiology studies [9,10]. However, it remains to be seen if higher rates of female DILI are due to intrinsic (biology) versus extrinsic (increased use) factors. Whether susceptibilities to DILI are generally more common in males versus females have not been as clearly demonstrated clinically when considering all drugs [11-13]. This suggests that when sex-specific susceptibilities are present, the sex-specificity varies from drug to drug.

It is well understood that the liver's drug metabolizing capacity is a function of its gene expression levels [14]. Furthermore, transcriptome profiling continues to play an increasing role in estimating toxicity and efficacy of various drugs in the liver in preclinical and clinical evaluations [15,16]. Several prior studies have evaluated hepatic gene expression differences between young and old animals or evaluated sex differences on a relatively limited scale [17-22]. However, a more comprehensive evaluation of the whole genome during time points spanning immature, pubertal, early adult and aging adult animals, in both sexes, would provide greater interpretive power to assess life cycle liver gene expression and its impact on drug safety and disease. This study provides a comprehensive look at liver gene expression in untreated male and female rats throughout the entire life cycle in order to assess the basal level profiles of liver genes that may underlie patterns of susceptibility due to sex and age.

## Results

A comprehensive time-course study, comprising nine age groups spanning the entire life cycle (between 2 weeks and 2 years of age) of Fischer 344 rats was performed in both male and female animals (Figure 1A). Terminal body weights were recorded for each animal (Figure 1B) and the corresponding growth curves are consistent with historical findings [23]. An original number of sixteen animals of both sexes was included in the 104 week group. However, consistent with previous reports [24], 10 male animals were found to be moribund or died prior to 104 weeks and were thus removed from the study. No female animals were removed early. Pathological examinations were performed on animals at 52, 78 and 104 weeks of age. Neoplastic histopathological findings in the liver which showed sex-related trends included a hepatocellular adenoma in only one 104 week male. Non-neoplastic findings included basophilic foci in females (3 and 12 animals at 78 and 104 weeks, respectively) but not in males. Also, male predominant findings of bile duct hyperplasia with increasing incidence with age were observed. In summary, the incidences of neoplastic and non-neoplastic lesions were typical of those observed in historical control Fischer 344 rats of comparable age [25].

**Figure 1:**
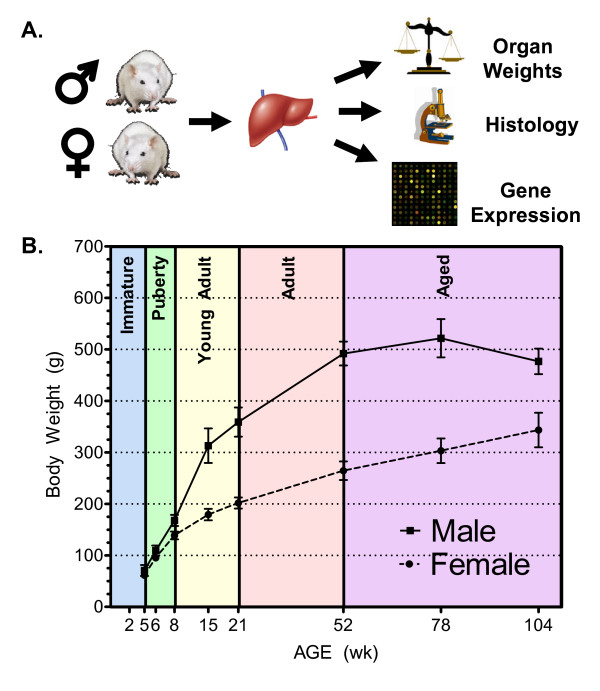
**Rat life cycle study design and animal body weight growth curves**. Untreated male and female F344 rats (A.) were sacrificed at 2, 5, 6, 8, 15, 21 weeks (male and female n = 6 per age group), 52 weeks (males n = 10, female n = 10), 78 weeks (male n = 8, female n = 8) and 104 weeks (male n = 6, female n = 16) of age corresponding to essential life stages (B.) during animal growth and maturation. Liver tissues were collected and used for whole rat genome expression profiling (n = 5 per sex, per age group). Animal body weights (n = 6 to 16, +/-SEM) were recorded at necropsy. Two week old animals were not weighed to decrease handling stress. Rapid growth during early development subsides after 15 weeks and males reach nearly twice the weight of females at 52 weeks.

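Liver RNA from 5 female and 5 male F344 rats at each of 9 ages, from 2 to 104 weeks, was labelled with Cy3 and hybridized to Agilent whole rat genome arrays, 1 rat to an array, which gives 90 arrays in 18 groups. The authors deposited 1 value table with 41089 features, 77 of them control features. The deposited values are linear spot intensities of 1 colour, and each feature is divided by 1 number of its own, so that its positive values have a geometric mean of 1 (40852 features). The table is not scaled between arrays, as the median deposited value of an array runs from 0.613 to 1.68. Of all cells, 59.8% hold no value, and 3284 hold a value below 0. The methods give scaling to the 75th percentile without background subtraction, and the paper's text does not name how the deposited values were made from those. The number by which a feature was divided was taken as the smallest that turns all its values back into whole numbers, which was found for 39451 of the 39458 features with at least 3 values. Probes with a value number 13964 to 20281 per array, and 5851 probes have one on every array. A missing value mostly belongs to a dim probe: 8.7% of cells hold a value where the probe's median intensity is under 10, and 99.5% where it is above 500. Each array was scaled to the same 75th percentile over the probes with a value on every array. Scaled intensities under 50, and missing values, were set to 50, called the floor here, and log2 was taken. The 13663 features above the floor on at least 5 arrays were tested. Intensities below are scaled intensities, given as mean ± SD with n = 5 rats in each group, and the number of arrays limits their precision. Differences are given in log2 units from a model with 18 groups, with p adjusted by Benjamini-Hochberg over all tested features of a comparison. Where every array of a group is at the floor, a fold difference is a lower limit.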

Whole genome profiling of rat liver gene expression was performed (n = 5) in each sex and age group using Agilent microarrays. These rat whole genome microarrays contain 43,379 features or spots of which 23,233 have Entrez Gene IDs, 16,327 of which are unique. Gene expression data were entered into ArrayTrack™ [26], the Food and Drug Administration's database for microarray data storage, processing, analysis and visualization that was created at the National Center for Toxicological Research (NCTR). 

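Pearson's r was computed between the scaled linear intensities of all probes, with 10 pairs of arrays in each of the 18 groups and missing values set to 0. The mean r of a group averages 0.966 (SD 0.0156 over the 18 groups), from 0.924 in females at 8 weeks to 0.984 in females at 2 weeks. Single pairs run from 0.833 to 0.996. On log2 values, the alternative that moved it most, the average is 0.987 (SD 0.0041), from 0.974 in females at 104 weeks to 0.991 in males at 78 weeks, and single pairs run from 0.958 to 0.995.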

The composite liver gene expression profiles for all genes (unfiltered) displayed good reproducibility in general between animals of the same sex and age group with average Pearson's correlations of R = 0.986 between biological replicates of the same sex and age. Normalized intensity values were analyzed using a two-way ANOVA (sex, age) to calculate a p-value for statistical evaluation. Data for each spot across all arrays were mean-scaled to calculate relative fold-change differences in expression for each sex and age. 

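The 2-way model of sex, age and their interaction was fitted to the log2 values of the tested features, which stand for 7402 gene symbols. A feature was called at an unadjusted p threshold of 0.05 for sex or for age together with a relative fold of at least 1.5 in any group, where the relative fold is a group's mean over the median of the 18 group means. This calls 5862 features of 3421 genes. With p adjusted, 5822 features of 3401 genes are called. The largest change in number came from the floor: at a floor of 5, chosen after the data were seen, 10273 features of 5379 genes are called. The interaction of sex and age is called for 3775 features at an adjusted p threshold of 0.05.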

The initial filtering criteria of p < 0.05 for sex or age difference with an absolute fold-change greater than or equal to 1.5 in relative expression at any age was used to define a set of 7,951 differentially expressed features comprising 3,770 unique Entrez Gene IDs or differentially expressed genes (DEGs). Using these 7,951 differentially expressed features, global expression pattern analysis was performed using three-dimensional principal component analyses (3D-PCA) within ArrayTrack, wherein the three principal components capturing the highest amount of variability in the DEG data were plotted (Figure 2). These three principal components captured approximately 58% of the total variability present in the data (31.4%, 16.2% and 10.2% for PC1, PC2 and PC3, respectively). 

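The copy of Table S1 at hand holds only the first 1667 of its features, so the calls could not be compared with that list as a whole. Of those 1667 features, 308 could be matched to 1 probe through 1 accession. For these, the relative expression in Table S1 and the relative expression computed here have an r of 0.946 to 0.995 across features in each of the 18 groups, and each group of the table is best matched by the same group here. Across the 18 groups of 1 feature, the median r is 0.968.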

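Principal components of the log2 values of the called features, each centred and not scaled, give 33.9%, 21.3% and 8.53% of the variance to the first 3 components. Of the variance along component 1, 87.9% lies between ages, 1.93% between sexes, 3.27% in their interaction and 6.89% within groups. Along component 2, 58.2% lies between sexes, 17.2% between ages and 22.7% in the interaction. Component 3 holds 68.9% between ages and 19.8% within groups. With a floor of 5, chosen after the data were seen, the 3 shares are 19.1%, 10.7% and 7.02%, the largest move of the first 2, and on linear intensities the third is 11.5%, its largest move.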

Three-dimensional PCA facilitates the visualization of individual animal expression data within each sex and age group and the global relationships between one another. Male and female animals showed clear separation from each other for most of the life cycle. Furthermore, most, if not all age groups displayed temporal continuity with neighboring age groups in a contiguous manner (i.e., expression profiles from 6 week old animals of each sex lay in-between those of 5 week and 8 week animals in 3D-space, etc.). 

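Distances between group centroids were taken in the first 3 components, in the units of the component scores. In females the centroid at 6 weeks lies 26.7 from that at 5 weeks and 17.3 from that at 8 weeks, and the centroids at 5 and 8 weeks lie 43.7 apart. In males the same distances are 25.9, 28.3 and 53.8. Some ages lie nearer to an age further away. In females the centroid at 15 weeks lies 24.6 from that at 21 weeks and 9.67 from that at 52 weeks, while the centroids at 8 and 21 weeks lie 11.0 apart and those at 21 and 78 weeks 6.69. In males the centroid at 52 weeks lies 18.4 from that at 21 weeks, 31.9 from that at 78 weeks and 10.8 from that at 8 weeks.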

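Between the centroids of the sexes the distance in the first 3 components is 18.3 at 2 weeks, 9.92 at 5, 29.4 at 6, 55.5 at 8, 66.8 at 15, 62.0 at 21, 59.5 at 52, 36.9 at 78 and 13.4 at 104 weeks. Relative to the mean spread of the arrays around their own centroids, the distance is 7.66 at 15 weeks, 5.78 at 52 weeks, 1.30 at 5 weeks and 1.07 at 104 weeks. The scale moved these most: on linear intensities the distance at 15 weeks is 205% of its mean over the ages against 171%, and on unit-variance features the distance at 104 weeks is 48.9% of it against 34.3%. Of the 36 pairs of ages in females, 2 and 104 weeks differ in the most features, 2087 at an adjusted p threshold of 0.05 and at least 2-fold, ahead of 2 and 78 weeks with 1754, 2 and 21 weeks with 1688 and 2 and 52 weeks with 1091. In males, 2 and 15 weeks differ in the most, 2364, ahead of 2 and 104 weeks with 2147 and 2 and 52 weeks with 1446. Between 8 and 15 weeks 7 features differ in females and 6 in males. At a floor of 10, chosen after the data were seen, the pair of 2 and 52 weeks gives 2100 features in females and 2481 in males, the largest change in number from an alternative.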

Lastly, the largest sex-differences in expression occurred between 15 and 52 weeks of age, whereas the biggest age-related differences occurred, as expected, between the youngest animals (2 weeks) and adult animals (52 weeks).

**Figure 2:**
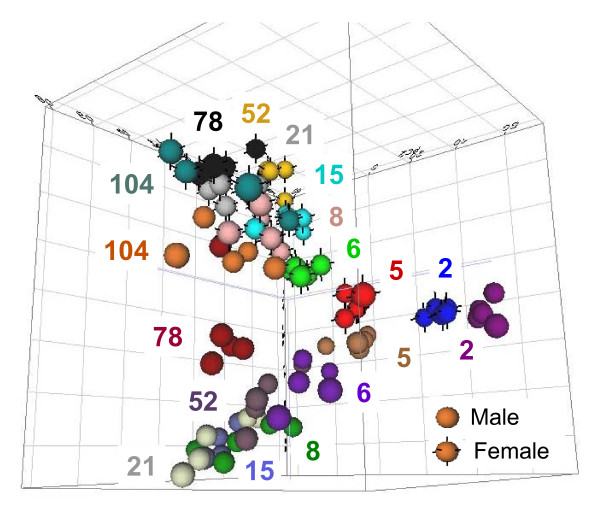
**Three-dimensional principal component analysis**. Global relationships between the expression patterns of individual animals were visualized using the 7,951 differentially expressed features meeting the initial filtering criteria (p < 0.05 and at least +/- 1.5 relative fold change). Each sphere represents the expression from one animal. Animals of the same sex and age have the same color and are labelled by age in weeks (ArrayTrack). Females are indicated by black vertices or whiskers, males have none. Together, these data illustrate the relatively high reproducibility between biological replicates (n = 5) in a discrete and continuous linear pattern from young to old animals. It also suggests clear sex- and age-dependent differences in liver gene expression, with males and females exhibiting diverging profiles beginning at 2 weeks with greatest differences observed at 21 and 52 weeks before converging again at 104 weeks.

A second clustering method, k-means clustering (JMP Genomics 4.0, SAS. Cary, NC), was performed to show individual gene profiles and to find groups of genes with similar patterns of expression associated with specific stages of development or aging (Figure 3). Male and female data for each array feature were allowed to cluster independently such that male and female data for a given gene may group into separate clusters. The number of clusters was determined empirically according to the fewest clusters required to achieve a minimum correlation radius of 0.7 between any individual profile and its cognate cluster members, resulting in 30 clusters. K-means cluster analysis allowed for grouping of genes based upon similarity of expression profiles across all ages. 

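K-means with 30 clusters was run on the 11673 standardized profiles of the called features over 9 ages, a female and a male profile for each feature that varies in that sex. The clusters hold 126 to 943 profiles, with a median of 330.5. Over 6 random starts the smallest cluster holds 121 to 166 profiles and the largest 827 to 983. A profile has an r of at least 0.7 with its cluster's mean in 94.9% of cases. Of 5811 features with both profiles, 1161 have both in the same cluster.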

The number of features included in each cluster ranged from 16 to 2,252. Many clusters reflected temporal patterns that could be readily interpreted in the physiological context, such as high and low perinatal expression (clusters 2 and 10, respectively) or up- (clusters 6, 9, 14, 23) and down- (clusters 13, 18, 25, 26) regulation in the aging animals. Clusters also displayed both sustained (clusters 2, 10, 11, 21) and transient (clusters 3, 4, 15, 22, 24) patterns of regulation. Although not all of the clusters are readily interpretable, knowledge of rat growth patterns, sexual maturation, and basic liver function assist in interpreting time-course gene expression data. For example, cluster 2 and cluster 10 (Figure 3) are negatively correlated with each other yet both exhibit early and substantial changes (between 2 weeks and 5 weeks) followed by negligible change for the rest of the life cycle. 

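The paper's cluster numbers are given only in the part of Table S1 at hand, so what follows covers those members alone. Cluster 2 has 104 profiles there that could be matched to 1 probe, 42 female and 62 male, and their change from 2 to 5 weeks is -0.95 log2 units (SD 0.87 over profiles), negative in 103 profiles and positive in 0. From 5 to 104 weeks they change by -0.35 (SD 0.54). Cluster 10 has 17 such profiles, 6 female and 11 male, and they change by 1.58 (SD 1.57) from 2 to 5 weeks, all 17 upward, and by -0.84 (SD 0.50) from 5 to 104 weeks.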

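Cluster 14 has 37 profiles in the part of Table S1 at hand, 20 female and 17 male, and each of them is higher at 104 than at 52 weeks, by 1.28 log2 units on average (SD 1.30 over profiles). Cluster 25 has 28 profiles there, 1 female and 27 male, and 27 of them are lower at 104 than at 52 weeks, with a mean change of -0.69 (SD 1.16). Membership of a cluster is the paper's.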

Clusters 14 and 25 also negatively correlate with each other and show clear and consistent upward and downward trends, respectively, in the late age groups (between 52 weeks and 104 weeks). Thus, temporal patterns can be clearly distinguished for genes potentially involved in early development vs. late aging based upon these life cycle clusters.

**Figure 3:**
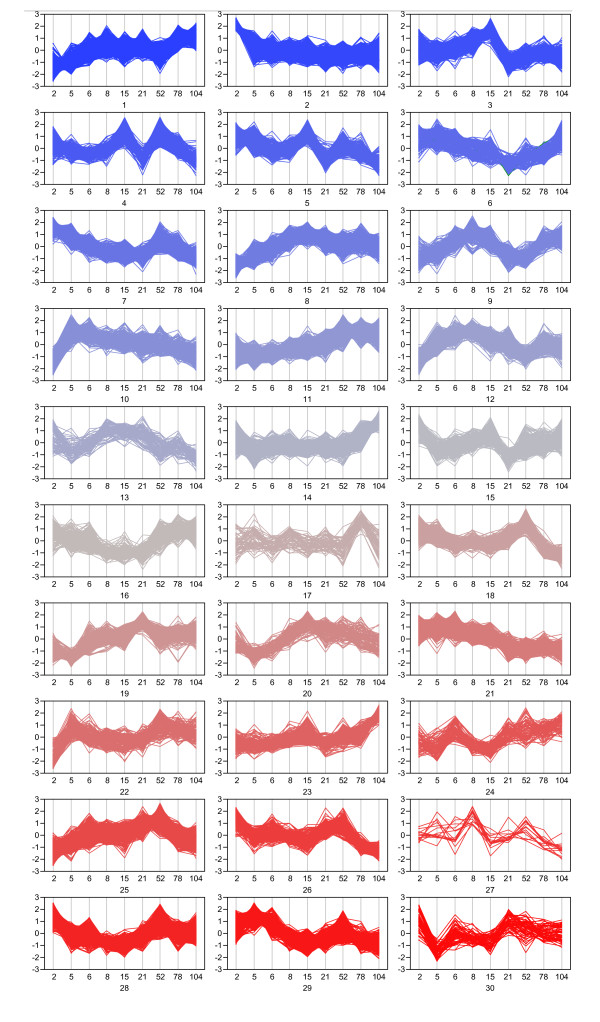
**K-means cluster analysis of differentially expressed genes**. Differentially expressed genes were clustered into 30 k-means clusters (JMP Genomics, SAS 9.2) as this is the lowest number of clusters which allows a minimum correlation coefficient of R = 0.7 between any one expression profile and its other cluster members. Male and female data were allowed to cluster independently between the 30 groups such that male and female data might cluster to separate groups for a given gene. The x- and y-axes represent age and relative fold change, respectively. Color is arbitrary and does not represent sex. These data illustrate the various biological patterns of liver expression which exist during pre-pubertal, pubertal, early adult and aged rat life stages.

Sets of genes for which expression was at least 2-fold greater in the opposite sex were determined for each age group (p-value < 0.05; fold-change > 2 between sexes) from the set of 3,770 DEGs described above. The numbers of these sex-predominant genes at each age are presented in Figure 4. 

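Genes were counted as sex-predominant at an age where a called feature of theirs has an unadjusted p under the threshold of 0.05 for the sexes at that age and a ratio of the group means of at least 2. Higher in females than in males are 47 genes against 44 higher in males at 6 weeks, 119 against 101 at 8 weeks, 162 against 326 at 15 weeks and 120 against 150 at 21 weeks. The share higher in females is 51.6%, 54.1%, 33.2% and 44.4% at these ages. Over the 4 ages together it is 41.9% (448 against 621), with a gene counted once for each age. When each of the 10 arrays at 15 weeks is left out in turn, 151 to 197 genes are higher in females and 285 to 413 in males. Lower floors raise these counts. At a floor of 5, chosen after the data were seen, 329 genes are higher in females against 159 in males at 8 weeks (67.4%), and 430 against 575 at 15 weeks (42.8%). With the 75th percentile taken over all probes, also chosen after the data were seen, the share at 8 weeks is 43.8% (98 against 126 genes) and at 15 weeks 19.8% (122 against 494). With background added back, chosen likewise and also scaled over all probes, it is 24.1% at 15 weeks. With the normexp background model it is 48.9% at 8 weeks (91 against 95). At 21 weeks more genes are higher in females with that 75th percentile (139 against 127), with background added back (122 against 116) and with only probes that have a value on every array (60 against 59), all chosen after the data were seen. At 6 weeks fewer are with the normexp background model (38 against 43) and with the p of the sex effect over all ages (40 against 46), and, chosen after the data were seen, with floors of 5, 10 and 25 and with background added back.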

The resulting plots indicate a notable period from 6 to 21 weeks of age in which more than 70% of the genes showing sex-predominance are expressed at a higher level in females than males. 

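At 52 weeks 124 genes are higher in females and 177 in males, and at 78 weeks 70 and 137, so that 41.2% and 33.8% are higher in females. At 52 weeks the share crosses 50% under the normexp background model (52.2%), and under the 75th percentile over all probes, chosen after the data were seen (55.2%). At 2 weeks 67 genes are higher in females and 64 in males, and at 5 weeks 13 and 23. With floors of 5, 10 and 25, chosen after the data were seen, 27.8%, 26.4% and 37.3% are higher in females at 2 weeks, and with a floor of 5, 54.3% at 5 weeks. At 104 weeks 104 genes are higher in females and 46 in males (69.3%), and the first count is 54 without female replicate 5 of that age and 149 without female replicate 3. The share at that age falls below 50% with only the 10 arrays of that age (43.8%, 32 against 41), with only the features above the median feature (46.9%, 30 against 34), and with only probes that have a value on every array, chosen after the data were seen (42.9%, 15 against 20).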

From the ages of 21 to 78 weeks, sex-predominant gene expression was higher in males than females.

**Figure 4:**
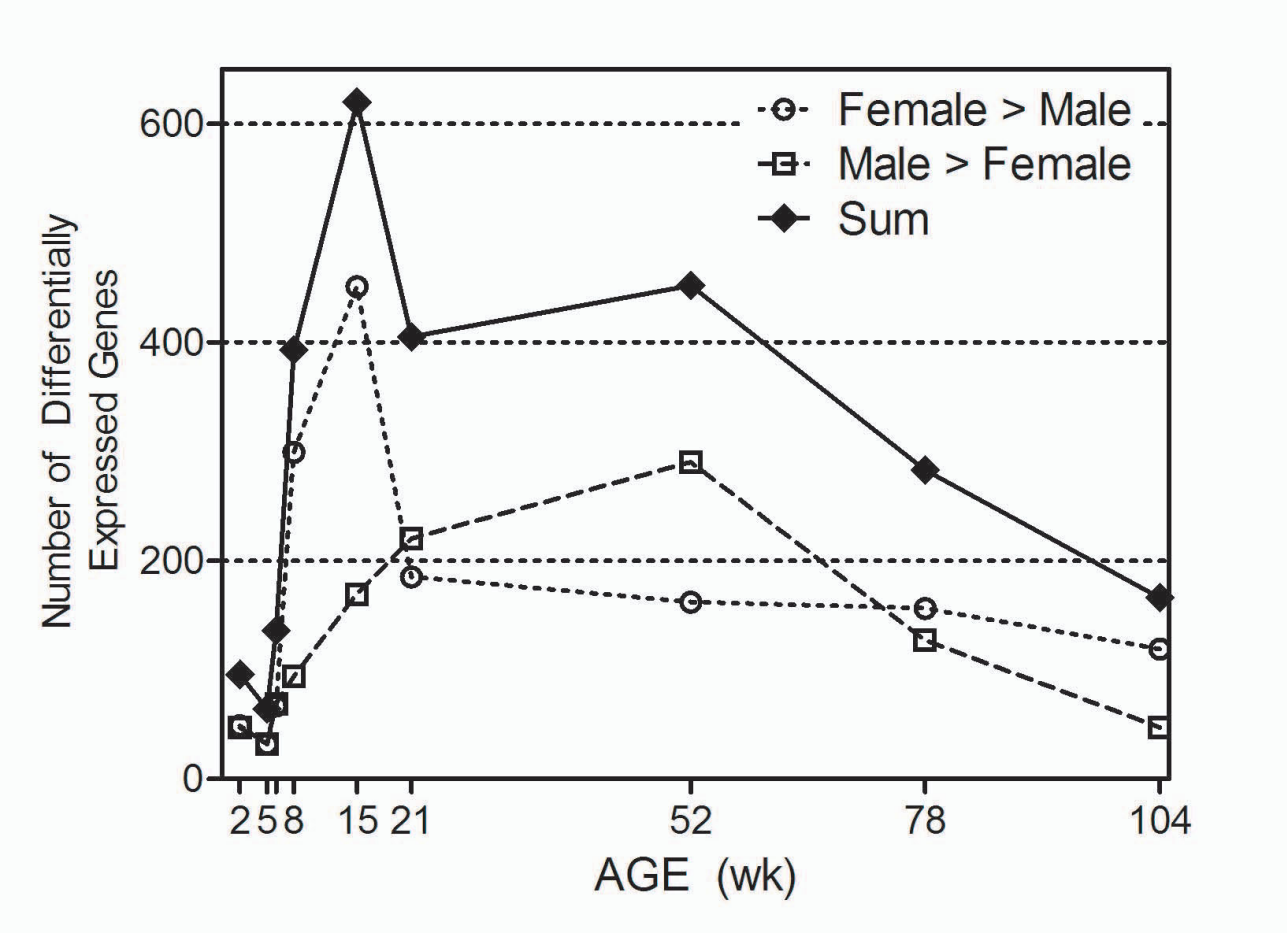
**Temporal profile of sex-differences in liver gene expression**. The number of genes exhibiting a minimum 2-fold difference in expression between male and female animals was calculated at each age group. These data illustrate increased female expression over males at 8 and 15 weeks which then is reversed during early adulthood (21 to 52 weeks) where males show a greater number of genes with higher gene expression than females.

An unsupervised, pathway-analysis approach was performed to identify functional categories of gene response. Analysis software Ingenuity Pathway Analysis (IPA) was used to assist in biological interpretation of the expression data from the initial list of 3,770 DEGs with unique EntrezGene IDs. Pathways which exhibited large numbers of DEGs included metabolism of xenobiotics by cytochrome P450, fatty acid metabolism, tryptophan metabolism, and acute phase response. Genes involved with liver cholestasis, liver damage and liver necrosis/cell death were highly represented in toxicity-related functional analysis of the DEGs. Furthermore, gene networks represented by the DEGs included seven high-scoring IPA categories, including cell mediated immune response, cell growth and proliferation, lipid metabolism, organ morphogenesis, cell movement, and hepatic system disease.

Since data from all age groups were included in the pathway analysis, the results are generic to the entire life cycle and do not provide meaningful insight into specific periods of the life cycle which may feature unique expression patterns that would underlie age-related susceptibilities. Thus, a more focused functional analysis of targeted age groups was implemented. Adult aging-related clusters (up-regulated with age: clusters 6, 14, 23; down-regulated with age: clusters 13, 18, 25, 26; Figure 3) from the k-means cluster analysis were selected and their corresponding gene lists were queried for pathways. Genes associated with organ injury/abnormality (Crp (C-reactive protein), Il6st (interleukin 6 signal transducer), Stat3 (signal transducer and activator of transcription 3)) and lipid metabolism (Pon1 (paraoxonase 1), Apoa1 (apolipoprotein A1), Cyp27a1, Abcg1 (ATP-binding cassette G1)), as well as toxicity-related functions of liver cholestasis, necrosis and cell death, were all up-regulated during the second year of the rat life cycle. These gene family results overlap with the top pathways represented in the up-late clusters including acute phase response signaling, complement system genes and xenobiotic metabolism. 

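Each gene's change from 52 to 104 weeks was tested in each sex. Crp changes by 0.44 (adjusted p 0.166) in females and 0.44 (adjusted p 0.176) in males, and Il6st by -0.02 (adjusted p 1) in females and -0.06 (adjusted p 0.883) in males. Averaging the features of a gene moved these changes most. Il6st then rises in females by 0.60 (adjusted p 0.00262), and the rise of Crp is called in both sexes. Stat3 changes by 0.23 (adjusted p 0.623) in females and 0.88 (adjusted p 0.0166) in males, and the male value rests on male 52-week replicate 2, without which it is 0.43 (adjusted p 0.28). Pon1 rises by 0.68 (adjusted p 0.00722) in females and 0.71 (adjusted p 0.00569) in males, the latter 0.51 (adjusted p 0.073) without the same male array. Apoa1 changes by 0.29 (adjusted p 0.187) in females and 0.98 (adjusted p 3.77e-06) in males, and in females it is 0.49 (adjusted p 0.0189) without female 104-week replicate 5. Cyp27a1 rises by 0.49 (adjusted p 0.0293) in females and 0.92 (adjusted p 4.9e-05) in males. Leaving out any 1 of 6 of the 10 arrays ends the female call, with changes of 0.39 to 0.48. Abcg1 changes by 0.24 (adjusted p 0.397) in females and 0.17 (adjusted p 0.58) in males. In scaled intensity, Apoa1 in males goes from 15000 ± 1980 to 29900 ± 6660 and Cyp27a1 from 1840 ± 391 to 3510 ± 1010.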

The clustering of up-regulated gene families related to immune response and cell death signaling pathways match well with a presumed accumulation of aging hepatocytes [27], the potential hepatic accumulation of fatty acids, and increased demand for metabolic capacity for lipids and xenobiotics which accumulate in the fat of aging animals [28]. Genes that clustered in a pattern of down-regulation in the adult aging rats are more difficult to interpret as loss of expression may itself be a product of the aging process [29]. However, a number of represented gene networks in the aging-related down-regulation clusters included cell signaling genes particularly associated with the nervous system. A major hub of many of the top represented gene networks in both the up- and down-regulated, aging-associated clusters was NF-κB (nuclear factor κB).

A supervised (pathway driven) approach was used to specifically query three general gene ontology (GO) areas of interest, namely xenobiotic metabolism, DNA damage repair, and oxidative stress-related genes (Table 1). These gene categories are hypothesized to play important roles in sex- and age-related susceptibility to adverse drug effects [18,30]. Of the 122 genes included in the xenobiotic metabolism gene list in the Ingenuity Knowledge Base, 61 were differentially expressed. These included Cyp2d4, the rat ortholog of human gene CYP2D6, which is speculated to metabolize up to 25% of commonly prescribed drugs [31]. Genes involved in DNA Damage Repair, derived from Ingenuity, were combined with the list by Wood et al. [32] to give 222 genes involved in DNA damage repair. Sixty-five of these genes (approximately 25%) were found to be differentially expressed in the liver. Oxidative Stress genes were defined by 68 genes included in "response to oxidative stress" (IPA) of which 23 genes were differentially expressed (Table 1).

**Table 1:** Supervised analysis of differentially expressed genes from specified pathways

							Cluster**	
Category	Pathway	Entrez GeneID	Gene Symbol	P-value* (AGE)	P-value* (SEX)	P-value* (AGE^SEX)	Female	Male
DNA Damage Repair	BER	304577	Ung	0.0026	0	0.2116	1	1
		25332	Mgmt	0.778	0	0.0006	23	11
	MMR	294252	Msh5	0.3511	0.0043	0.6288	9	23
	NER	298074	Xpa	0.0002	0	0.7036	11	24
		59102	Rpa2	0.5979	0.0042	0.0102	14	2
		81513	Lig1	0.459	0	0.0009	6	2
	Other	85472	Polg	0.0001	0.0022	0.1838	2	30
		59294	Pold1	0.3243	0	0	14	2
		316344	Rev1	0.0007	0	0.0009	15	2
		84490	Fen1	0.0339	0	0.001	6	2
		308755	Blm	0.0008	0	0.0021	7	2
		309595	Mdc1	0.8699	0	0.0564	29	29

Xenobiotic Metabolism	Phase 1	24300	Cyp2b1	0.1891	0	0.3345	12	10
		378476	Cyp2c11	0	0	0	10	25
		171521	Cyp2c13	0	0	0	29	10
		266682	Cyp3a2	0	0	0	2	29
		252931	Cyp3a18	0	0	0	21	25
		170509	Cyp3a62	0	0	0	23	11
		266674	Cyp4a8	0	0	0	1	25
	Phase 2	24422	Gsta2	0.0189	0	0	1	8
		24423	Gstm1	0	0	0	12	8
		24424	Gstm2	0	0	0	1	8
		24862	Ugt2b	0.3287	0.006	0.0082	9	25
	Phase 3	25303	Abcc2	0	0	0.2455	8	8
		140668	Abcc3	0	0	0	21	6
		83500	Slc22a8	0	0	0	5	13
		0	Slco1b3	0	0	0.0053	1	11
		117048	Cdh17	0	0	0	4	25
		25027	Slc16a1	0	0	0.0207	21	2
		295356	Slc16a4	0	0	0	21	25

Oxidative Stress Response	Nrf2	25315	Ephx1	0.0091	0	0.0458	1	1
	Pathway	25256	Fmo1	0.1169	0.0008	0	6	10
		113894	Sqstm1	0.1126	0	0.0394	1	1
		24451	Hmox1	0.1788	0	0.182	14	14
		29292	Ftl	0.5177	0	0.2465	12	12
		24786	Sod1	0.0001	0	0.3873	8	1
		24248	Cat	0.0035	0	0.0148	1	19
		58819	Txnrd1	0.7899	0.0001	0.5142	12	10
		291796	Usp14	0.0053	0	0.0001	21	29

*Two-way ANOVA results concerning AGE and SEX, n = 5, on normalized intensity values. 

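Of the 39 genes of Table 1, 38 have a tested feature. In the 2-way model 38 of them have an unadjusted p under the threshold of 0.05 for age, 29 for sex and 31 for the interaction, and 37 are called with a relative fold of at least 1.5. For these 38 genes the printed column AGE holds 25 values under 0.05, the printed column SEX 38 and the interaction 27. The p for age computed here is on the same side of 0.05 as the printed AGE value for 25 genes and as the printed SEX value for 38. The p for sex is on the same side as the printed SEX value for 29 genes and as the printed AGE value for 32. Ranked over the 38 genes, the p for sex has a Spearman's rho of 0.889 with the printed AGE column and 0.392 with the printed SEX column.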

"0" indicates p-values less than 1 × 10-6. **K-means cluster analysis of expression profiles, agglomerative clustering, (Figure 3)

As a result of the global cluster analysis methods, various gene relationships in the expression data were revealed from the analysis of correlated and anti-correlated expression profiles (Figure 5A and 5B). Examples of genes showing sex-divergent expression for both male and female specific regulation were identified (Figure 5C). Patterns of expression associated with specific developmental stages or periods of adult aging were also evident and suggest age-specific regulation in the liver (Figure 5D and 5E). Array based expression profiles were verified using quantitative real time PCR for four genes, using beta actin as a housekeeping control (Figure 6). Cyp2d4, the rat ortholog of human gene CYP2D6, and Por (P450 oxidoreductase) are important genes involved in Phase I xenobiotic metabolism. The other two genes (Dbp and Arntl) are involved in circadian rhythm regulation of gene expression in the liver. An average correlation of R = 0.914 between qPCR and array data was calculated for these four genes, demonstrating high agreement between the two methods. Expression profiles for specific examples of genes found in xenobiotic metabolism pathways (Cyp2c11, Cyp2e1, Cyp3a23/3a1, Gstm1, glutathione-s-transferase mu 1; Slc22a8, solute carrier family 22 member 8) and energy metabolism (Phgdh, 3-phosphoglycerate dehydrogenase), which exhibit notable sex and age related differences, are shown in Figure 7.

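Gstm1 is lower in females than in males by a difference of -1.31 (adjusted p 0.000166) at 8 weeks, -1.94 (adjusted p 1.36e-08) at 15, -1.82 (adjusted p 1.11e-07) at 21 and -1.74 (adjusted p 2.96e-07) at 52 weeks. Its scaled intensity at 15 weeks is 1510 ± 630 in females and 5600 ± 1390 in males, 3.84-fold. Slc22a8 is at the floor on every female array at 8, 15 and 21 weeks, and male levels there are 137 ± 45.6, 188 ± 46 and 170 ± 57.3, so males are higher by at least 2.61-fold, 3.68-fold and 3.25-fold. At 52 weeks Slc22a8 is above the floor on 3 male arrays and differs by -0.25 (adjusted p 0.275). With the normexp background model the difference at 52 weeks is called, at -0.60.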

**Figure 5:**
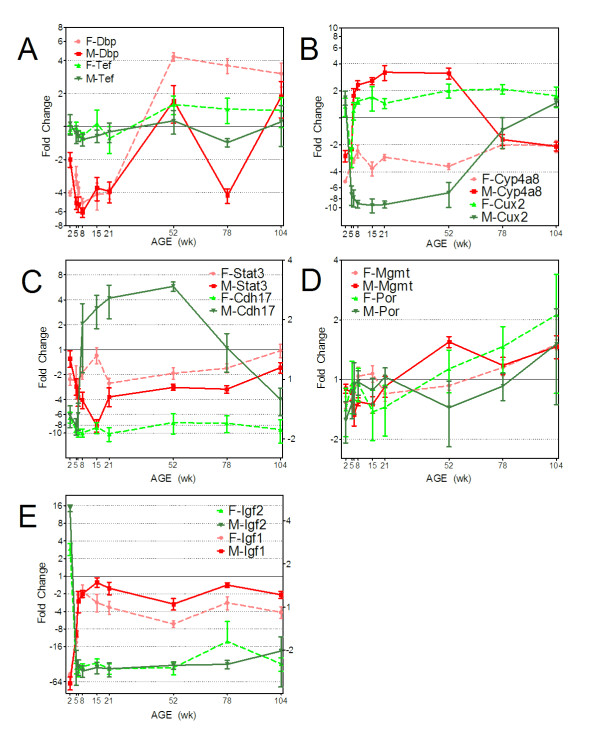
**Comparisons of individual expression profiles**. **(A.) **Transcription factors Dbp and Tef are controlled by the circadian clock-associated suprachiasmatic nucleus and exhibit conserved, sex-specific life cycle profiles. **(B.) **Cux2 functions as a female-specific repressor and putatively represses Cyp4a8 expression in females but not males in an age-dependent manner. **(C.) **Cdh17 exhibits male-specific predominance in expression from 8 weeks onward, while Stat3 shows female-specific predominance transiently at 15 weeks. **(D.) **Both Por and Mgmt exhibit trends of increasing expression during the second year of the rat life cycle and are involved in xenobiotic metabolism and DNA damage repair, respectively. **(E.) **Early developmental transition between Igf2-predominance at 2 weeks to Igf1-predominance by 6 and 8 weeks in the liver is shown at the expression level. The right Y-axes present in panels C and E represent data for Stat3 and Igf1, respectively, to show differences in scale.

**Figure 6:**
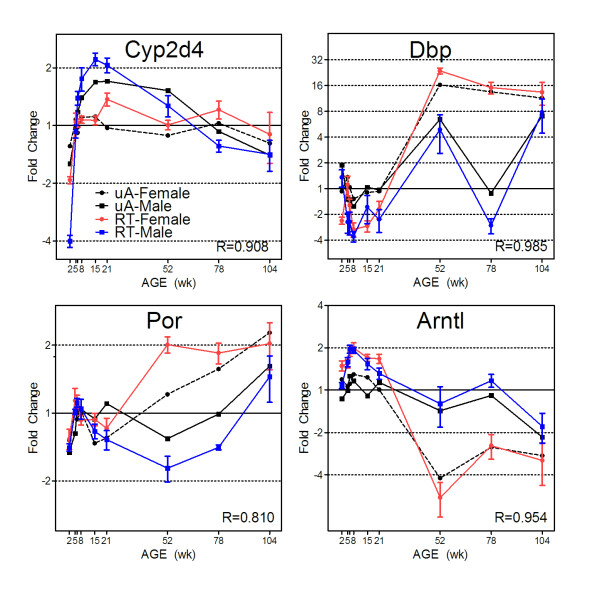
**Quantitative real time PCR verification of selected genes**. Microarray expression profiles for Cyp2d4, Por, Dbp and Arntl were assessed by qRTPCR using gene specific Taqman probes. Housekeeping gene beta-actin was used to standardize expression. In each case, the qRTPCR data very closely approximated the microarray expression levels and are temporally correlated in both sexes. Pearson's correlations were calculated between averaged microarray (uA) and qRTPCR (RT) data for each gene and coefficients ranged from R = 0.810 to 0.985. Blue and red lines indicate male and female qRTPCR data, respectively (n = 5), and black lines represent microarray data (n = 5, error bars represent SEM for qRTPCR).

**Figure 7:**
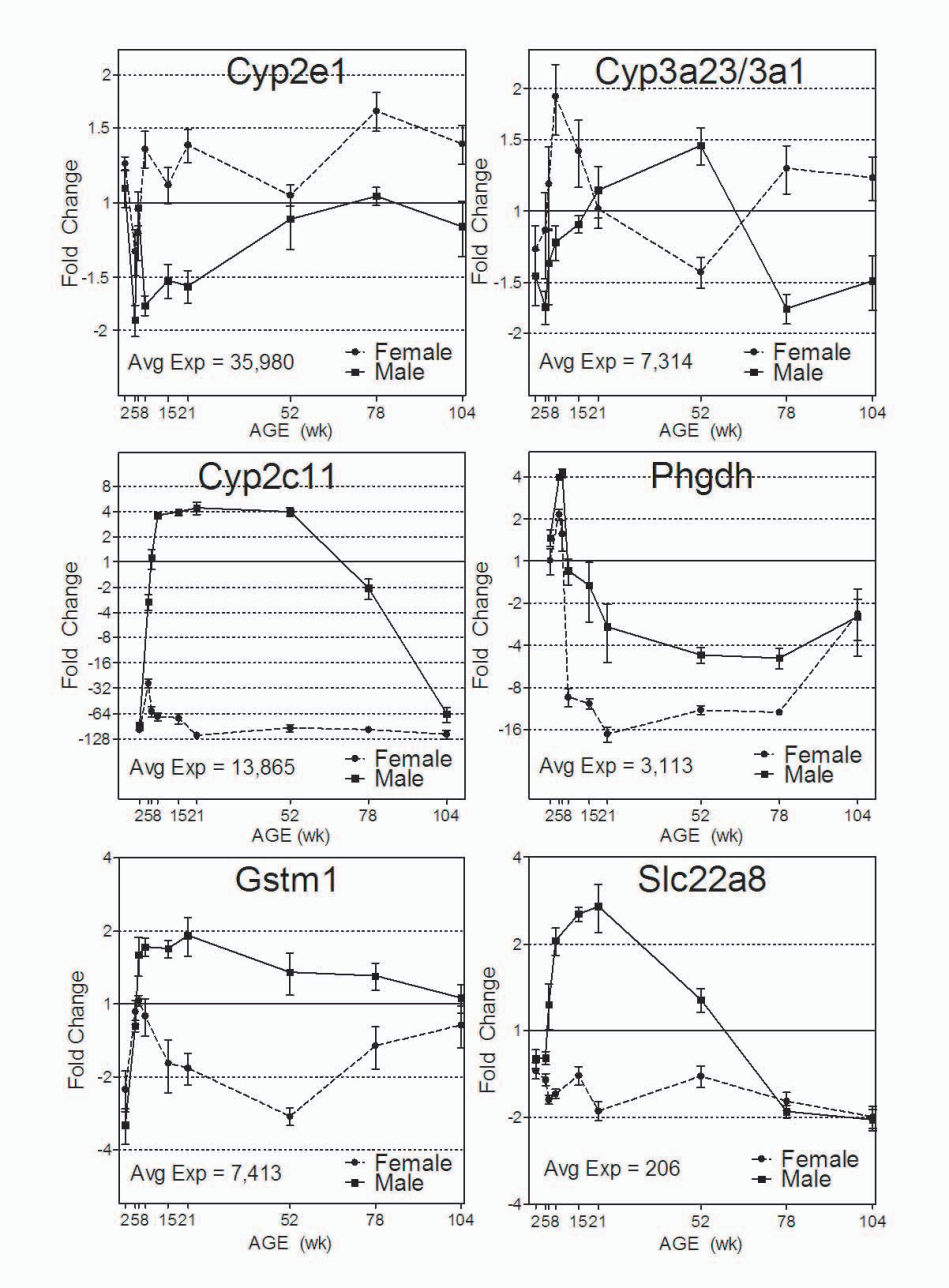
**Individual examples of expression profiles**. Microarray data fold-changes for selected genes are plotted (n = 5, error bars represent SEM). Solid and dashed lines indicate male and female expression, respectively. Averaged expression levels (normalized fluorescence intensities) across both sexes and all time points are reported for each gene and have been scaled to equal "1" in the graph.

## Discussion

The assessment of gene expression changes at key developmental periods of the life cycle, as well as at the ages most commonly used in pre-clinical drug safety testing, was the focus of this study. Fischer 344 rats are frequently used in the National Toxicology Program and one of the most commonly used inbred strains for preclinical pharmaceutical in-life testing [25,33]. The two early time points, 2 and 5 weeks, span the time of weaning (3 weeks). The National Toxicology Program (NTP) 2-year bioassays are typically initiated in 6-8 week old rats [34], thus 6 and 8 week age groups were included to provide baseline for future NTP bioassays. The 15-week age group captures expression data after sexual and physical maturity [35]. Furthermore, a 13-week NTP sub-chronic study, initiated in 8 week old animals would be completed at 21 weeks. Reproductive senescence and aging phenotypes begin to be apparent during the second year [35], thus 52, 78, and 104 week age groups were assessed.

Data analysis began with an unsupervised, or data-driven, approach to interpreting the expression data. Clustering methods were used to describe the global relationships within the data on a per-group and per-gene basis. Group relationships were illustrated in the 3D-PCA (Figure 2) which succinctly captures two major trends in the expression data. Namely, the clear sex- and age-related differences in expression shown by the discrete spatial separation of groups visualized in these parameters. Data from females follow a generally flat linear trajectory while results from males show conspicuous divergence from females during adulthood followed by convergence at late age. This pattern of late male convergence with female data is consistent with previous reports of increasingly "feminized" liver expression patterns in older rats [18]. Such a large divergence between males and females in the composite data suggests a substantial proportion of the 3,770 individual genes influencing this clear, sex-specific trend may be related to sex steroid biosynthesis pathways. 

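Mup5, Akr1b7 and Cyp4a8 show how far male levels move between 52 and 104 weeks. Mup5 (probe A_44_P214936) is at the scanner's maximum on 4 of the 5 male arrays at 52 weeks, so its level there is a lower limit, at least 1290-fold above females, and in males it goes from 65500 ± 12200 at 52 to 26500 ± 18000 at 78 and 345 ± 324 at 104 weeks. At 104 weeks the sexes differ by -2.30 (adjusted p 0.015), or -1.83 (adjusted p 0.112) without male replicate 3 of that age. Another probe of Mup5 (A_44_P170502) is 460-fold lower in males at 104 than at 52 weeks as fitted. At 104 weeks only 1 of the 5 male arrays is above the floor (62.3 ± 27.5), so this fold rests on the floor. Akr1b7 (probe A_44_P1058932), at the floor in males at 52 weeks, reaches 8170 ± 2120 in males at 104 weeks, at least 158-fold. Cyp4a8 differs between the sexes by -0.34 (adjusted p 0.479) at 78 and -0.17 (adjusted p 0.907) at 104 weeks.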

In fact, upon analyzing the component or factor loadings for the first three principal components (Figure 2), genes from each principal component exhibited a unique characteristic. 

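The called features were ranked by the size of their loading on each component. Cyp2c12 ranks 671, 12 and 849 on components 1, 2 and 3, Akr1b8 497, 21 and 2818, Sult2a1 133, 37 and 97, and Prlr 1127, 34 and 2432. Akr1b8 is higher in females at 15 weeks by 5.21 (adjusted p 1.26e-24), Sult2a1 by 4.01 (adjusted p 3.52e-20) and Prlr by 3.04 (adjusted p 2.17e-18), and every male array is at the floor for Prlr. The named genes with the largest loadings on component 1 are H19 and Cyp2c7.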

Principal component 1 (PC1), when ranked by factor loadings, consisted of genes exhibiting high female expression and low male expression (female-specific top genes: Cyp2c12 (cytochrome P450, family 2, subfamily c, polypeptide 12); Akr1b8 (aldo-keto reductase family 1 member b8); Sult2a1 (sulfotransferase family 2a member 1); Prlr (prolactin receptor)). PC2-ranked genes identified male-specific expression with concurrent low female expression (male-specific top genes: Mup5 (major urinary protein 5); Cyp2c13; Pgcl1/Pgcl3/Pgcl5 (alpha-2u globulins 1, 3, and 5); Cyp2c11). 

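On components 1, 2 and 3 Mup5 ranks 7, 1 and 3582, Cyp2c13 56, 6 and 17 and Cyp2c11 42, 8 and 101. At 15 weeks Mup5 is higher in males (adjusted p 6.19e-25), by an amount left open since 4 of the 5 male arrays are at the scanner's maximum. Probes of Pgcl1, Pgcl3 and Pgcl5 could not be paired with these names and were not analysed here.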

Whereas PC3-ranked genes included genes that exhibited large-fold temporal differences, yet were positively correlated between sexes (sex-conserved top genes: Cyp17a1; A2m (alpha-2-macroglobulin); Col1a1 (collagen, type I, alpha 1); Phgdh (3-phosphoglycerate dehydrogenase). 

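Cyp17a1 ranks 10, 149 and 165 on the 3 components, A2m 18, 216 and 30, Col1a1 674, 974 and 5294 and Phgdh 49, 59 and 5770. Between 2 and 21 weeks Cyp17a1 is higher at 2 weeks by 6.79 (adjusted p 2.94e-39) in females and 6.33 (adjusted p 1.53e-37) in males, and A2m by 7.52 (adjusted p 6.89e-23) and 6.45 (adjusted p 1.03e-19). A2m in females at 21 weeks lies close to the floor (mean 53.5), so its female difference rests on the floor. Col1a1 differs by 0.81 (adjusted p 0.165) in females and 1.96 (adjusted p 0.000345) in males, and by 2.25 in females when its features are averaged. The named genes with the largest loadings on component 3 are Igf2, Cyp2c7 and Hamp.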

The top 100 genes ranked by PC1 were analyzed for gene ontology representation (ArrayTrack's Gene Ontology For Functional Analysis, GOFFA) with "regulation of hormone levels", "steroid metabolic process", and "hormone metabolic process" as the top three GO terms which would support sex steroid hormone biosynthesis pathways explaining the biggest sex differences in PC1.

Linear continuity between neighboring age groups within each sex was maintained in the 3D-PCA, (e.g., 6 week animal data spatially appear between 5 week and 8 week animals for both males and females). Additionally, 3D-PCA permits the viewing of individual animal data as they contribute to the average or composite expression for one sex and age group. The relatively tight clustering observed among animals (biological replicates) of the same sex and age group illustrates the degree of reproducibility in sex- and age-related expression profiles. 

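Over the called features, scaled linear intensities of arrays of the same group have a mean r of 0.955. The group means run from 0.895 in females at 8 weeks to 0.980 in females at 2 weeks, and single pairs from 0.766 to 0.993. On log2 values the mean is 0.970, from 0.933 in females at 104 weeks to 0.980 in females at 21 weeks, with single pairs from 0.890 to 0.988. After quantile normalization single pairs run from 0.786 to 0.993.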

In fact, correlation coefficients (R) varied from 0.962 to 0.993 within a group when using DEGs, demonstrating high biological similarity. Subsequently, a k-means clustering method was used to bin individual genes into groups according to their temporal profiles (Figure 3). Such sorting algorithms establish the presence and prevalence of various patterns, thus suggesting global mechanisms of transcriptional control that can be assessed in the context of biological necessity or functionality in the liver. These clustered temporal profiles gain more interpretive potential when correlated with gross biological trends (such as the growth curves of animal body or liver weight) or developmental windows (sexual and physical maturation). The k-means clusters can then be associated with various developmental stages such as acute growth, puberty, early adulthood, and adult aging. For example, the transition from perinatal to pubertal control of growth and differentiation is believed to be directed in part by the switch from, Igf2 (insulin-like growth factor 2) expression to predominantly Igf-1 expression in the liver [36] during early development. These gene expression changes are illustrated in the different patterns shown in cluster 2 (Figure 3) for Igf-2 versus clusters 8 and 12 for Igf-1. 

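Igf2 (probe A_44_P1037953) has a scaled intensity of 11100 ± 2810 in females and 50100 ± 7840 in males at 2 weeks, and 53.5 ± 5.57 and 84.4 ± 73.3 at 5 weeks. Relative to the median of the 18 group means it is 187-fold in females and 842-fold in males at 2 weeks. That median lies close to the floor, so these relative folds rest on the floor. The difference from 5 weeks is 7.67 (adjusted p 1.35e-32) in females and 9.50 (adjusted p 5.03e-39) in males. Both 5-week levels lie within their SD of the floor, so these differences rest on the floor too. At 2 weeks the sexes differ by -2.20 (adjusted p 3.89e-07). The baseline moved the relative fold most: over the mean of the group means it is 3.21-fold and 14.5-fold.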

Igf-2 exhibits high expression at 2 weeks (100- to 500-fold change above average for female and male, respectively) followed by relatively low and constant expression at the remaining age groups. 

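Igf1 (probe A_44_P366723) in females goes from 36700 ± 2500 at 2 weeks to 41400 at 5, 50900 at 6, 42000 at 8, 49800 at 15 and 37000 at 21 weeks, and to 27200 ± 5270 at 104 weeks. In males it goes from 29300 ± 3000 through 46100, 45300, 53300, 57000 and 46400 at these ages to 39400 ± 6020. From 2 to 8 weeks Igf1 changes by 0.20 (adjusted p 0.163) in females and 0.86 (adjusted p 1.61e-09) in males. In females the change is called when the features of the gene are averaged (1.09), after quantile normalization (0.25) and with background added back (0.43), the last chosen after the data were seen.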

Igf-1, however, shows low expression at 2 weeks followed by peak expression between 8 and 21 weeks in both sexes (Figure 5E). Another example, Phgdh, ranked high in the principal component 3 (PC3) factor loadings which exhibited sex-conserved, age-specific expression profiles. In this case, Phgdh fell into clusters 22 and 29 (male and female, respectively), demonstrating transient up-regulation between 5 and 6 weeks with declining expression in subsequent age groups. This expression pattern is consistent with the known association of Phgdh with highly replicating cells as the first and rate-limiting step in *de novo *biosynthesis of serine [37], which also plays a role as nucleotide precursor in regenerating liver tissue and hepatomas [38]. Thus Phgdh's transient up-regulation during early liver growth phase (5-6 weeks) is consistent with this physiological role. These patterns illustrate the temporal relationships between their expression and roles in liver development.

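Phgdh (probe A_42_P710738) has a scaled intensity of 1330 ± 595, 2720 ± 826 and 1890 ± 1180 in females at 2, 5 and 6 weeks, and every female array is at the floor at 21 weeks. In males the levels are 1790 ± 552, 5370 ± 257, 5180 ± 1280 and, at 21 weeks, 420 ± 552. The change from 2 to 5 weeks is 1.11 (adjusted p 0.262) in females and 1.63 (adjusted p 0.045) in males. Leaving out any 1 of 9 of the 10 arrays ends the male call, while the change stays at 1.56 to 1.65. At 6 weeks Phgdh is above 21 weeks by at least 30.6-fold in females (adjusted p 3.06e-08). In males, with all 5 arrays above the floor at 21 weeks, it is 20.2-fold as fitted (adjusted p 1e-06) and 12.3-fold between the group means.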

Several k-means clusters exhibit patterns of up-regulation with age. 

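Between 52 and 104 weeks, at an adjusted p threshold of 0.05 and at least 1.5-fold, 1325 features are higher and 766 lower at 104 weeks in females, and 787 are higher and 1035 lower in males. The change differs between the sexes for 473 features. These counts move with the alternatives: with the normexp background model 604 are higher and 1657 lower in females, and with the 75th percentile over all probes, chosen after the data were seen, 1262 are higher and 568 lower in males. With only probes that have a value on every array, chosen likewise after the data were seen, 484 are higher and 410 lower in females and 388 and 463 in males, where fewer features are tested. Without male 52-week replicate 2, 523 features are higher in males. Among features whose arrays do not overlap between the 2 ages, the largest rises in females are Ephx1, an unnamed probe (A_44_P411131, 4.74-fold) and Inhca (4.63-fold), and the largest falls Rasd2 (6.69-fold) and an unnamed probe (A_44_P451782, 6.28-fold). Among such features in males the largest rises are Cyp2c12, Akr1b7 and Sult2a2 (at least 25.7-fold), and the largest fall is that of an unnamed probe (A_44_P414630, 514-fold as fitted, from 51000 ± 3300 to 131 ± 122, with 1 of the 5 arrays at 52 weeks at the scanner's maximum). The members of cluster 6 in the part of Table S1 at hand change by 0.63 log2 units (SD 0.56, 23 profiles, 21 upward) between these ages, and those of cluster 23 by 1.54 (SD 1.26, 11 profiles).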

Clusters 6, 14 and 23 (Figure 3) in particular show an upward trend between 52 and 104 weeks, suggesting a group of genes important in the adult aging process. Examination of these genes using Ingenuity Pathway Analysis suggests many may be involved in compensatory mechanisms adapting to higher levels of liver injury, DNA damage or loss of function. For example, Mgmt (O6-methylguanine DNA methyltransferase) is a DNA damage repair enzyme which acts to directly reverse alkylation adducts in DNA [39]. Mgmt was found in clusters (clusters 11 and 23, male and female, respectively) which exhibit a trend toward of increasing expression in late adulthood (between 21 weeks and 104 weeks) (Figure 5D) which is consistent with previous reports associating Mgmt with aging phenotype [40]. Likewise, Por (P450 oxidoreductase) is a member of the "up-late" clusters. 

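Mgmt has a scaled intensity of 703 ± 102 at 21, 827 ± 106 at 52, 851 ± 139 at 78 and 1160 ± 112 at 104 weeks in females, and 744 ± 131, 1240 ± 97.9, 998 ± 218 and 1240 ± 346 in males. From 21 to 104 weeks it rises by 0.72 (adjusted p 0.000203) in females and 0.71 (adjusted p 0.000138) in males, and from 52 to 104 weeks it changes by 0.49 (adjusted p 0.00663) in females and -0.05 (adjusted p 0.892) in males.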

Por's microarray expression patterns were further verified by Taqman quantitative real time PCR (qRTPCR) (Figure 6). Interestingly, Por, along with cytochrome b5 [41], is a key electron donor for microsomal cytochrome P450 monooxygenases (CYP enzymes) [42], many of which function as Phase 1 metabolizing enzymes during xenobiotic metabolism. Por essentially acts to reload CYP enzymes in their monooxygenase activities. Por's reductase activities also target a number of other oxygenase enzymes involved in sterol and cholesterol biosynthesis, heme degradation to bilirubin, and fatty acid metabolism [42]. Thus, Por's consistent up-regulation from 52 weeks to 104 weeks could be explained by increased demand for CYP enzyme reloading due to accumulated xenobiotic exposure or fatty acid accumulation as a function of the adult aging process.

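Por changes from 52 to 104 weeks by 0.54 (adjusted p 0.0742) in females and 1.23 (adjusted p 4.26e-05) in males. In females the change is called without female 104-week replicate 1, 2 or 3. From 21 to 104 weeks Por changes by 1.35 (adjusted p 2.58e-05) in females and 0.47 (adjusted p 0.196) in males. Its scaled intensity is 599 ± 119 and 969 ± 549 in females and 317 ± 111 and 762 ± 380 in males at 52 and 104 weeks.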

Other genes associated with "up-late" clusters (k-means clusters 1, 6, 9, 14, 23) included several oxidative stress related genes including Ephx1 (epoxide hydrolase 1), Fmo1, Fmo5 (flavin containing monooxygenase 1 and 5) and Hmox1 (heme oxygenase 1). 

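From 52 to 104 weeks Ephx1 rises by 2.30 (adjusted p 5.25e-05) in females and 1.14 (adjusted p 0.0457) in males. The male value is 0.70 (adjusted p 0.3) without male 52-week replicate 2. It is not called without any 1 of 5 other arrays, where it is 0.89 to 1.17. Fmo1 changes by 0.64 (adjusted p 0.0359) in females and -0.94 (adjusted p 0.00194) in males, so it falls in males. The female call ends without any 1 of 6 of the 10 arrays, with changes of 0.54 to 0.63. Fmo5 changes by 0.60 (adjusted p 0.0767) in females and 0.92 (adjusted p 0.006) in males, the latter 0.69 (adjusted p 0.0635) without the same male array. Hmox1 rises by 1.18 (adjusted p 0.000209) in females and 1.31 (adjusted p 3.74e-05) in males, with a scaled intensity of 588 ± 525 in females and 541 ± 61.7 in males at 104 weeks.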

Hmox1 is an important antioxidant protein expressed in response to oxidative stress [43], and thus its continuous increase in expression in older animals suggests a compensatory mechanism specifically to address increased levels of reactive oxygen species in the liver.

Expression level is not always an indicator of protein activity. For example, a previous report showed changes in male rat hepatic Cyp2e1 activity between 3 and 18 months of age despite the relative stasis of mRNA and protein levels [44]. However, examination of Cyp2e1 gene expression on a finer scale, as was done in this study, revealed sex-conserved spikes in young animals (between 2 weeks and 8 weeks) followed by greater than 2-fold differences in expression level between sexes at 21 weeks (Figure 7). Therefore, care must be taken in interpreting changes in mRNA expression levels on their own. This broader examination using more time points during the life cycle may prevent over-interpretation of expression data captured in studies of smaller scope.

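Cyp2e1 (probe A_44_P409232) in females has a scaled intensity of 14300 ± 837 at 2, 7390 ± 881 at 5, 7870 ± 1490 at 6 and 12600 ± 857 at 8 weeks, and in males 11500 ± 2290, 5640 ± 460, 9840 ± 1490 and 5930 ± 781. From 2 to 8 weeks it changes by -0.19 (adjusted p 0.398) in females and -0.95 (adjusted p 1.79e-06) in males. Females are higher by 1.09 (adjusted p 5.63e-07) at 8 weeks and by 1.10 (adjusted p 3.51e-07) at 21 weeks, 2.15-fold, with levels of 13600 ± 1570 and 6360 ± 1130 at 21 weeks.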

Male rodents are preferred in many studies evaluating toxicological or pharmacologic response *in vivo *due to adult female variability in response during estrous cycle [45]. However, the current study using unsynchronized females is a crucial starting point to evaluating sex differences in liver expression over the larger scale of the life cycle. The number of replicates per age group (5 per age group) and relative consistency across multiple adult age groups increases our confidence in the sex-specific differences. Whereas Mori et al. [17] were limited to comparisons of relatively young (32 weeks) and old males (84 weeks), a full life-cycle analysis in both sexes provides comprehensive data on the temporal dynamics of gene expression and evaluates how well correlated male and female data are throughout the life cycle. If and when male and female data do not comport with each other, these sex-differences may inform our assessments of clinical (human) response which may influence the sex and age of rodent models used for pre-clinical testing. Wauthier et al [22] provide comprehensive lists of male- and female-specific liver gene expression in approximately 13 week old rats. A comparison of their top 100 male- and female-specific genes with the top 100 male/female-specific genes from the 15 week age group of the current data set was performed. An overlap of 73% (46/63, matched by Agilent probe ID) and 61% (43/71) for male- and female-specific expressed genes, respectively, were identified, suggesting a good degree of overlap of the most sex-specific genes. Furthermore, Lee et al. [14] complemented their male data with a meta-analysis of sex-specific genes from a separate study [46] and showed age-related changes in xenobiotic metabolism genes in the course of 6, 11, 18 and 24 month old rats. However, because the male and female data were not from the same study and the time and sex analyses were evaluated separately, inter-study confounding factors can not be adequately controlled for. Thus, analysis of sex- and age-related changes between animals within the same in-life study, as reported here, removes any uncertainties with regard to such confounding factors and allows for more robust comparisons.

Efforts have been made using differing metrics (comparing times of weaning, sexual maturity, skeletal maturity, etc.) to align the life cycle of normal human development and maturation with that of the rat [35], illustrating the compressed timescale that exists in rodent models. Properly extrapolating information about specific windows of development or aging from rodents to humans is therefore only approximate; however, the comprehensive gene expression profiles throughout the life cycle of the rat reported here may help further refine the life-cycle alignment of the rat model to human.

The FDA has assembled a listing of valid genomic biomarkers in the context of approved drug labels that are used in a variety of specific uses, including evaluating clinical response and differentiation; risk identification; dose selection guidance; susceptibility, resistance and differential disease diagnosis; and polymorphic drug targets [47]. Of the 20 gene-specific biomarkers on the FDA list, 13 of the genes were present on the Agilent arrays and 8 of them were differentially expressed by age or sex. Of these 8 genes, CYP2C9 (*r*Cyp2c11), CYP2D6 (*r*Cyp2d4), and EGFR (epidermal growth factor receptor), exhibited notable sex-differences in gene expression patterns in this study. 

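Cyp2c11 (probe A_44_P280786) is above the floor on 1 female array at 15 weeks and on no other female array from 8 to 52 weeks. Male levels are 21500 ± 3950 at 8, 24200 ± 3380 at 15, 23600 ± 4390 at 21 and 20600 ± 3200 at 52 weeks. The difference, female minus male, is -8.73 (adjusted p 1.09e-26) at 8, -8.88 (adjusted p 3.66e-27) at 15, -8.86 (adjusted p 3.45e-27) at 21 and -8.67 (adjusted p 2.18e-26) at 52 weeks, so males are higher by at least 425-fold, 469-fold, at least 465-fold and at least 409-fold. These folds rest on the floor, and with a floor of 100, chosen after the data were seen, they are 212, 241, 232 and 204. At 78 weeks the difference is -4.83 and at 104 weeks -0.29 (adjusted p 0.96).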

Cyp2c11 showed much greater (200-250 fold difference) male-specific expression from 8 to 52 weeks of age. Both Cyp2d4 and Egfr showed ~1.5 and 2-fold higher expression, respectively, in males from 15 to 52 weeks. 

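Cyp2d4 differs between females and males by -1.10 (adjusted p 0.00021) at 15, -0.49 (adjusted p 0.243) at 21 and -0.69 (adjusted p 0.0392) at 52 weeks, which makes males 2.14-fold, 1.4-fold and 1.62-fold higher. At 52 weeks, leaving out any 1 of 8 of the 10 arrays ends the call, with differences of -0.57 to -0.71. Egfr differs by -0.96 (adjusted p 0.000107) at 15, -1.07 (adjusted p 3.45e-05) at 21 and -1.73 (adjusted p 6.4e-11) at 52 weeks, with males 1.94-fold, 2.09-fold and 3.32-fold higher.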

The relative expression of cytochrome P450 enzymes may have sex- and age-specific implications for the liver; however, Egfr was validated as a biomarker for cancer in non-hepatic tissues. Two other of the 9 DEGs, Dpyd (dihydropyrimidine dehydrogenase) and Nat1 (N-acetyltransferase 1), exhibited sex-conserved repression (~-2-fold) at early ages (2 and 5 weeks) followed by minimal changes at later ages. 

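Against 21 weeks, Dpyd differs by -1.14 (adjusted p 0.00349) at 2 weeks and -1.69 (adjusted p 5.65e-05) at 5 weeks in females, and by -1.15 (adjusted p 0.00258) and -1.93 (adjusted p 3.88e-06) in males. Nat1 differs by -0.70 (adjusted p 6.78e-09) and -0.57 (adjusted p 5.1e-06) in females, and by -1.18 (adjusted p 1.1e-17) and -0.69 (adjusted p 3.76e-08) in males. Relative to the median of the 18 group means, Dpyd in males at 5 weeks is 3.06-fold below.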

The remainder of the validated biomarkers that were differentially expressed during the rat life cycle showed few or minimal changes in expression that were very close to the screening criteria threshold. Thus, the expression levels of these biomarkers vary through the life-cycle of the rat model and this may have implications for their appropriate use.

Circadian rhythms have been shown to influence the expression of xenobiotic metabolism genes during the 24-hr cycle [48]. There are also reports that changes in circadian control during the aging process may, in addition, impact xenobiotic metabolism capacity during the life cycle [49]. Master circadian regulators Clock and Arntl/Bmal1 (aryl hydrocarbon receptor nuclear translocator-like) control the expression of the PARbZip family of transcription factors which is comprised of three members: Dbp (albumin site D-binding protein), Tef (thyrotroph embryonic factor), and Hlf (hepatocyte leukemia factor). In turn, these PARbZip transcription factors have been shown to regulate several enzymes and regulators involved in detoxification and drug metabolism, such as cytochrome P450 enzymes, carboxylesterases and constitutive androstane receptor [50]. 

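Tef (probe A_43_P15280) is above the floor on 9 of the 90 arrays and is not called in the 2-way model, and Dbp (probe A_44_P280898) is called. Over the means of the 9 ages, with exact permutation p adjusted over 14 relations, Dbp and Tef have an r of 0.943 in females (p 0.00595, adjusted p 0.0167), a rho of 0.822 (p 0.0119, adjusted p 0.0417) and an r of 0.958 without the 2 ages farthest from the median. In males the r is 0.785 (p 0.0139, adjusted p 0.0243) and the rho 0.730 (p 0.0278, adjusted p 0.0648), and without the 2 farthest ages no r exists because Tef is at the floor at the rest. Between the sexes Dbp has an r of 0.678 (p 0.0366, adjusted p 0.0466), a rho of 0.433 (p 0.25, adjusted p 0.35) and an r of 0.850 without the 2 farthest ages, and Tef an r of 0.748 (adjusted p 0.0389). Quantile normalization moved these most: the r of Dbp and Tef in males is 0.650 (adjusted p 0.156), and that of Tef between the sexes 0.384 (adjusted p 0.283).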

The genes for two of these transcription factors, Dbp and Tef, were found to be differentially expressed throughout the life cycle in an age- and sex-specific manner (Figure 5A) and also to be highly correlated between the sexes (Pearson, R = 0.94). Furthermore, humans exhibit sexually dimorphic patterns of suprachiasmatic nucleus (SCN) neuron deterioration, with women showing no change throughout adulthood while men exhibit complex and fluctuating patterns with increasing age [51]. It is interesting to note that the pattern of SCN-controlled clock genes, Dbp, Tef, and Hlf (Hlf's 1.3-fold change did not meet criteria for inclusion in list of DEGs) display a conspicuous correlation with these reports (Figure 5A). Namely, while female expression remains consistent between 52 weeks and 104 weeks, males exhibit comparable levels of expression to female at 52 and 104 weeks but a noticeable decrease at 78 weeks. 

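Dbp has a scaled intensity of 2920 ± 532 at 52, 2010 ± 760 at 78 and 1640 ± 819 at 104 weeks in females, and 961 ± 795, 109 ± 56.9 and 1130 ± 925 in males. Females are higher by 2.04 (adjusted p 0.000731) at 52 weeks and 4.27 (adjusted p 2.23e-11) at 78 weeks, and at 104 weeks the sexes differ by 0.82 (adjusted p 0.486). In males Dbp changes by -2.83 (adjusted p 5.42e-06) from 52 to 78 weeks, 7.11-fold lower, and by 3.08 (adjusted p 2.93e-06) from 78 to 104 weeks. In females it changes by -0.60 (adjusted p 0.479) and -0.36 (adjusted p 0.818). Tef in males changes by -0.03 (adjusted p 0.906) from 52 to 78 weeks, close to the floor. Arntl, the clock gene now named Bmal1, changes in males by 0.75 (adjusted p 0.0191) from 52 to 78 weeks and -1.31 (adjusted p 0.000171) from 78 to 104 weeks, the former 0.42 (adjusted p 0.211) without male 52-week replicate 5 and not called without any 1 of 2 other arrays. No probe could be paired with Hlf, which was not analysed here.

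**Figure D1:**
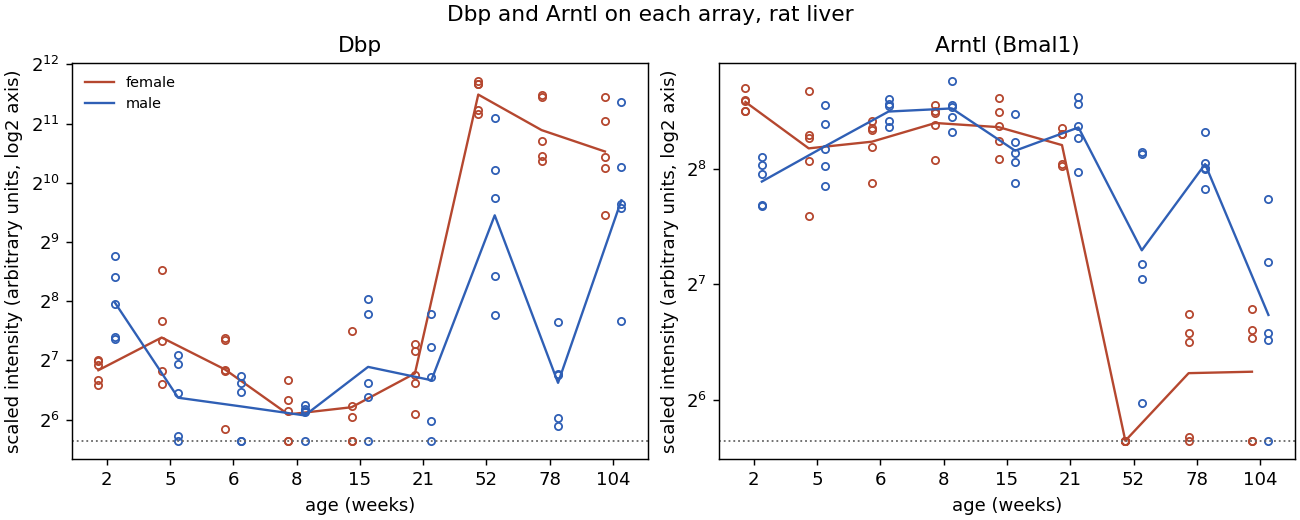
Scaled intensity of Dbp and Arntl on each array by age and sex, on a log2 axis. Lines join the means of the log2 values of 5 arrays, and the dotted line is the floor of 50.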

The microarray expression profiles of Dbp and Arntl/Bmal1 were further verified by qRTPCR (Figure 6). Based upon the known common pathway (Dbp and Tef controlled by the SCN) and life cycle expression data exhibiting correlated and sex-specific patterns, these data suggest a shared regulatory mechanism between the PARzip family members' expression and the sex-specific pattern of SCN neuronal deterioration. This further supports the concept that the circadian clock may influence life cycle "clocks" and thus influence downstream xenobiotic metabolism capacity.

The major mechanisms controlling sex differences in liver gene expression have been well-characterized [52] and are dictated by the distinct patterns of continuous vs. pulsatile plasma growth hormone (GH) secretion in females and males, respectively [53]. These temporal differences in plasma GH levels influence the activity of transcription factors Stat5b (signal transducer and activator of transcription 5b), Hnf4α (hepatic nuclear factor 4, alpha), and Stat5a (signal transducer and activator of transcription 5a), which then differentially activate sex-specific cytochrome P450s (CYPs) such as Cyp2c family members. 

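At 15 weeks Cyp2c7 differs between females and males by 0.86 (adjusted p 0.000134), 1.82-fold higher in females, where 1 of the 5 female arrays is at the scanner's maximum, Cyp2c12 by 7.65 (adjusted p 5.75e-29), with every male array at the floor, and Cyp2c13 by -8.97 (adjusted p 3.23e-26), at least 501-fold higher in males. Cyp2c22 differs by -0.94 (adjusted p 0.0586), or -1.26 (adjusted p 0.0123) without female 15-week replicate 4. No probe could be paired with Cyp2c79, which was not analysed here. At 104 weeks Cyp2c13 still differs by -3.21 (adjusted p 2.94e-06), and Cyp2c12 differs by 0.51 (adjusted p 0.668). In males Cyp2c12 goes from 50.4 ± 0.855 at 52 weeks to 12700 ± 2260 at 104 weeks.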

Several Cyp2c family members analyzed in this study exhibited clear and conspicuous differences in expression, including Cyp2c7, Cyp2c11, Cyp2c13, Cyp2c12, Cyp2c79, and Cyp2c22. Previous studies of rat liver gene expression have also shown age-related changes in xenobiotic metabolism genes, although only male rats were examined, [17] and included Cyp2c11 and Cyp3a2. Both of these genes were represented on the Agilent array used in this study and showed comparable changes in gene expression at similar age groups along with related family members (Cyp2c13 and Cyp3a23/3a1, Cyp3a9 and Cyp3a18). 

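From 52 to 104 weeks in males Cyp2c11 changes by -8.39 (adjusted p 2.41e-25), Cyp2c13 by -5.33 (adjusted p 2.61e-14), Cyp3a2 by -7.16 (adjusted p 6.89e-26), Cyp3a18 by -1.97 (adjusted p 1.28e-07), Cyp3a23/3a1 by -1.14 (adjusted p 0.000835) and Cyp3a9 by -0.92 (adjusted p 0.0142). The change of Cyp3a9 is not called without male 104-week replicate 2 or 3. Cyp3a2 ends at the floor in both sexes. Cyp2c11 ends above it on 2 of the 5 male arrays (64.2 ± 25), so the changes of both genes rest on the floor. Cyp3a9, higher in females by 2.35 (adjusted p 7.59e-10) at 15 weeks, is higher by 2.63 (adjusted p 1.77e-10) at 104 weeks, and Cyp3a18 differs by -2.28 (adjusted p 1.08e-08) at 104 weeks.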

A number of xenobiotic metabolism related receptors of interest were present on the array but were either not differentially expressed (pregnane X receptor, Nr1i2; constitutive androstane receptor, Nr1i3; aryl hydrocarbon receptor, Ahr; peroxisome proliferator-activated receptor alpha and gamma, Ppara/Pparg; retinoid x receptor alpha and beta, Rxra/Rxrb) or minimally passed threshold criteria for differential expression (retinoid X receptor, Rxrg). 

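Nr1i2 has a largest relative fold of 1.37, Rxra of 1.23 and Rxrb of 1.03, and none of them reaches 1.5. Nr1i3, with 1.62, and Rxrg, with 1.65, are called in the 2-way model. Rxrb is above the floor on 5 of the 90 arrays. Ppara and Pparg are not above the floor on 5 arrays and were not tested, and no probe could be paired with Ahr, which was not analysed here.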

Cyp1a2, a notable xenobiotic and drug metabolizer and known target of Ahr, exhibited roughly parallel expression between sexes with maximum relative expression (~1.5 fold) peaking around 6 to 8 weeks followed by declining expression with age. 

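Cyp1a2 (probe A_42_P711139) has a scaled intensity of 3290 ± 337 at 6 and 4070 ± 880 at 8 weeks in females, and 2480 ± 937 at 104 weeks. In males the levels are 707 ± 84.1 at 2, 2330 ± 813 at 6, 2430 ± 452 at 8 and 1030 ± 277 at 104 weeks. Relative to the median of the 18 group means, females are at 1.34-fold at 6 and 1.66-fold at 8 weeks, and males at 0.949-fold and 0.988-fold. From 8 to 104 weeks the level falls, the difference of 8 minus 104 weeks being 0.77 (adjusted p 0.0029) in females and 1.26 (adjusted p 6.6e-07) in males. Females are above males by 0.74 (adjusted p 0.00774) at 8 weeks and 1.23 (adjusted p 7.23e-06) at 104 weeks. When the features of the gene are averaged, the female fall is 0.43 (adjusted p 0.283) and the difference between the sexes at 8 weeks 0.61 (adjusted p 0.17).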

Of the 34 phase I and II metabolizing genes found to be changed with age in male animals by Mori et al. [17], 27 were present in this study's list of DEGs and showed comparable expression changes across corresponding time scales. However, it is important to note that the female patterns differed remarkably from males in over 50% of those genes, raising uncertainties regarding how well data from male animals reflect the female response. Data for Cyp2c11 and Cyp3a23/3a1 are shown in Figure 7.

It has also been shown that GH regulates Cux2 (cut-like homeobox 2) which has been suggested [54] to act as a suppressor of male-specific gene expression. Laz et al. [54] employed *in silico *methods to predict binding sites of Cux2 suggesting target proximal genes for repression. In the current data set, when life cycle profiles for Cux2 were compared to the 16 suggested target genes, a clear sex-specific repressive relationship was observed with one of the genes, Cyp4a8 (R = -0.699 in males; Figure 5B). 

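Over the means of the 9 ages, with exact permutation p, Cux2 (probe A_44_P485948) and Cyp4a8 have an r of -0.785 in males (p 0.00959, adjusted p 0.0221), a rho of -0.621 (p 0.0847, adjusted p 0.132) and an r of -0.586 without the 2 ages farthest from the median. In females the r is 0.151 (p 0.676, adjusted p 0.676) and the rho 0.217 (p 0.581, adjusted p 0.626). On linear intensities the male r is -0.698. Over the 45 male arrays the r is -0.764 (permutation p 1e-05, the smallest possible, adjusted p 0.00014), the rho -0.713 and the r without the 2 farthest arrays -0.732. After each age group is centred on its mean, the r over the male arrays is -0.376 (permutation p 0.011), the rho -0.131 (permutation p 0.39) and the r without the 2 farthest arrays -0.0927, so it rests on those arrays.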

Cux2 showed approximately 12-fold expression ratio difference between males and females from puberty through early adulthood, while Cyp4a8 showed approximately 11-fold sex difference (male/female) in expression level. These comparative life cycle expression data provide further evidence of Cux2's role in sex-specific repression of Cyp4a8. 

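Cux2 is at the floor on all male arrays from 6 to 21 weeks, where female levels are 503 ± 167 at 6, 599 ± 53.6 at 8, 700 ± 160 at 15 and 634 ± 47.9 at 21 weeks. Females are higher by at least 9.59-fold, 11.9-fold, 13.7-fold and 12.6-fold at these ages, by 18.6-fold at 52 weeks and by 2.91-fold at 78 weeks. At 104 weeks Cux2 differs by 0.10 (adjusted p 0.982). Cyp4a8 is higher in males by 5.05-fold at 6, 6.88-fold at 8, 11.8-fold at 15, 8.32-fold at 21 and 9.56-fold at 52 weeks, with adjusted p of 5.25e-14, 4.55e-18, 8.32e-24, 3.1e-20 and 1.05e-21.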

Cyp4a8 is also a target of PPARα (peroxisome proliferator activated receptor alpha) signaling [55] and its expression has been suggested to explain sex and strain differences in the susceptibility to hypertension and target organ damage [56]. Thus these data suggest integrated sex-specific control of genes like Cyp4a8 that are also involved in xenobiotic receptor mediated responses.

To discover further large-scale patterns of sex-specific life cycle gene expression, the data were analyzed on a per-age group basis assessing the number of instances where the expression difference of a given gene between the sexes was at least 2-fold, with the condition that the data at that individual age group first met the screening criteria of p < 0.05 and great than or equal to 1.5 relative fold-change (Figure 4). The periods of the life cycle in which one sex predominates over the other in expression level appear to be non-random and appear at discrete times of the life cycle. For example, female predominant expression prevails during or soon after sexual maturation and into early adulthood (8 and 15 weeks) whereas male predominant expression appears to peak between 21 and 78 weeks of age. 

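Counted as features in place of genes, 196 are higher in females and 148 in males at 8 weeks, 323 and 425 at 15, 182 and 229 at 21, 200 and 269 at 52 and 109 and 189 at 78 weeks. Without the fold threshold and with p adjusted over the tested features, 641 are higher in females and 494 in males at 8 weeks, 2464 and 1960 at 15, 609 and 695 at 21, 747 and 1116 at 52 and 446 and 506 at 78 weeks. On this count more features are higher in females than in males at 15 weeks. At a floor of 10, chosen after the data were seen, 272 genes are higher in females and 154 in males at 8 weeks, and 396 and 571 at 15 weeks.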

Interpreting this result in light of the 3D-PCA analysis, the data suggest that differences between males and females are observed immediately at 2 weeks, with more noticeable sex-divergence at approximately 6 weeks (Figure 2) which extended through sexual maturation. This sex-divergence seems to be due at first to genes being expressed at higher levels in females than males (Figure 4), followed by a transition where male expression is higher than females throughout the majority of adulthood. For example, Stat3 exhibits transient, female-specific predominance at 15 weeks while Cdh17 (cadherin 17) shows clear male-specific expression between 8 and 104 weeks (Figure 5C). 

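The paper proposes from the counts of Figure 4 that the sexes first diverge through genes higher in females and later through genes higher in males. Among features higher in females, with no overlap of the arrays, the largest difference from 5 to 52 weeks is that of Akr1b7, with 19800 ± 1630 in females at 15 weeks and the floor in males, at least 395-fold (adjusted p 3.57e-32). It is at least 175-fold at 6, 369-fold at 8, 423-fold at 21 and 334-fold at 52 weeks. Sult2a2 is 128-fold higher in females at 78 weeks as fitted (20600 ± 2880 against 944 ± 1940). Among features higher in males, an unnamed probe (A_44_P334779) is at least 1480-fold higher at 15 weeks, where all 5 male arrays are at the scanner's maximum, and Mup5 is at least 298-fold higher at 78 weeks. At 2 weeks the largest difference of these features with a gene name is that of Inhbb, 8.91-fold higher in males. At 104 weeks Cpa1 is at least 23.5-fold higher in females (1260 ± 498 against the floor) and Acnat1 19.4-fold higher in males (1210 ± 175 against 64.4 ± 21.9).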

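Stat3 (probe A_44_P787936) differs between females and males by 0.35 (adjusted p 0.605) at 8, 1.46 (adjusted p 3.57e-05) at 15 and 0.38 (adjusted p 0.546) at 21 weeks. At 15 weeks its levels are 342 ± 72.1 in females and 133 ± 47.7 in males, where 4 of 5 arrays are above the floor. Averaged over the features of the gene the difference is 0.79 (adjusted p 0.00236). Cdh17 is higher in males by at least 18.2-fold at 8 and at least 33.5-fold at 15 weeks, and at least 40.4-fold at 21, 58.5-fold at 52 and 7.8-fold at 78 weeks, as every female array is at the floor. At 104 weeks Cdh17 differs by -0.88 (adjusted p 0.204), and with the normexp background model by -1.68, which is called.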

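Cyp3a23/3a1 (probe A_42_P785801) has a scaled intensity of 3820 ± 1120 in females and 2980 ± 366 in males at 15 weeks, a difference of 0.32 (adjusted p 0.394). At 52 weeks it is 2220 ± 565 and 3960 ± 524, a difference of -0.87 (adjusted p 0.0183), which is not called without female replicate 2 or 5 or male replicate 5 of that age. At 8 weeks the difference is 0.85 (adjusted p 0.0329), and at 21 weeks -0.10 (adjusted p 0.994). Leaving out any 1 of 7 of the 10 arrays at 8 weeks ends the call, with differences of 0.71 to 0.87. Over all sex-predominant genes, 1 gene, Snapc5, named after its values were seen, is higher in females at 15 weeks and higher in males at 52 weeks. Of the genes higher in males at 52 weeks, 96 are higher in males at 15 weeks as well, and 71 of the genes higher in females at 15 weeks are so at 52 weeks.

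**Figure D2:**
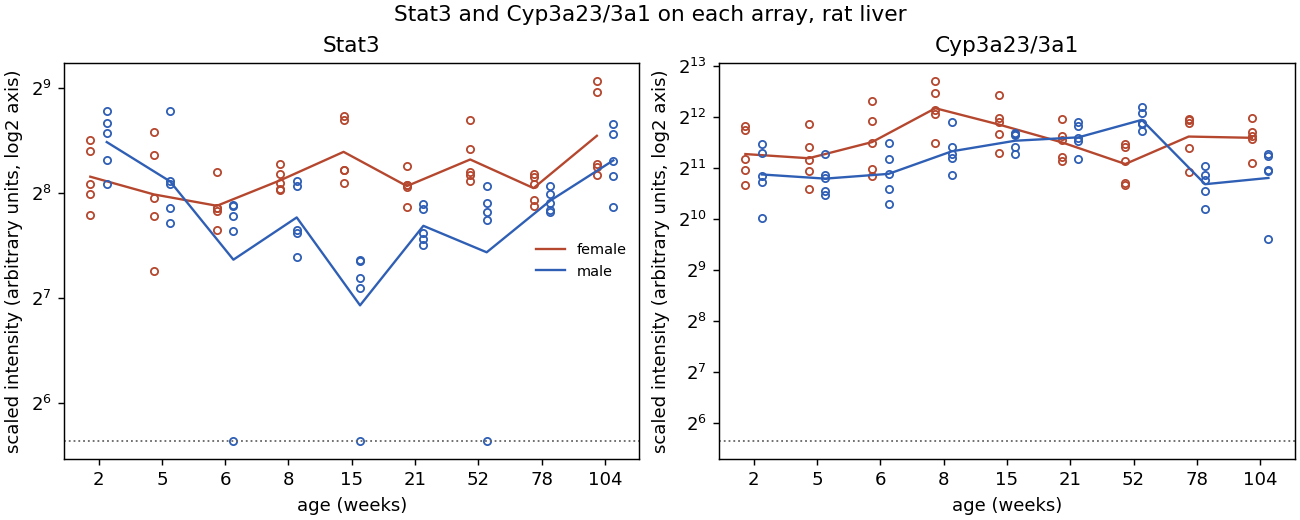
Scaled intensity of Stat3 and Cyp3a23/3a1 on each array by age and sex, on a log2 axis. Lines join the means of the log2 values of 5 arrays, and the dotted line is the floor of 50.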

Only one clear example, Cyp3a23/3a1 (Figure 7), was found among the 122 xenobiotic metabolism genes that exhibited both the female predominant expression at 15 weeks and male predominant expression at 52 weeks, suggesting that the sex-specific predominance of expression observed in Figure 4 primarily occurs in different sets of genes. The large-scale patterns observed in the global analyses (Figures 2 and 4) are also observed in individual gene profiles (Figure 7), including several cytochrome P450 family members in addition to other xenobiotic metabolizing proteins (Table 1).

## Conclusions

This study comprises one of the most comprehensive data sets to date for rodent liver gene expression with regards to sex, life span, biological replication, and genome coverage. A broad description of the dataset in the context of the normal physiology of the rat life cycle suggests important implications for toxicological susceptibility as related to xenobiotic metabolism, DNA damage repair and oxidative stress response. Namely, principal component analysis identified and ranked genes which exhibited the greatest sex-specific and sex-conserved differential expression. Furthermore, specific periods of the life cycle were identified that display a higher number of genes with sex-specific expression which included putative toxicological susceptibility related genes (e.g., Cyp2d4, Cyp3a23/3a1, Gstm1, Slc22a8). Cluster analyses, in combination with functional annotation analysis, identified gene clusters that positively correlated with adult aging which also included several susceptibility related genes (i.e., Por, Mgmt). Lastly, life cycle expression data provided experimental support for gene regulatory relationships previously based upon *in silico *predictions alone (i.e., Cux2, Cyp4a8).

The ability to make informed regulatory decisions about the impact of drugs and other chemicals on the liver is dependent upon a growing understanding of liver biology and more specifically the expression profiles of the molecular components which play a role in the pharmacokinetics and pharmacodynamics in liver cells. This large-scale study captures comprehensive baseline hepatic gene expression profiles during the life cycle of male and female rats which should prove to be an increasingly valuable resource for toxicogenomics-related research and ongoing evaluations of pre-clinical and clinical biomarkers of toxicity and efficacy.

## Methods

### Animal Study

Male and female (unsynchronized) Fisher 344 rats obtained from NCTR's animal breeding colony were fed the NIH-31 diet (*ad libitum*) and housed under AAALAC-approved conditions with a 12-hr light/dark cycle (0600 - 1800). Rats were housed two per cage in standard polycarbonate cages with hardwood chip bedding maintained at 23 degrees C with a relative humidity of ~50%. Animals were sacrificed at 2, 5, 6, 8, 15, 21 weeks (male and female n = 6 per age group), 52 weeks (males n = 10, female n = 10), 78 weeks (male n = 8, female n = 8) and 104 weeks (male n = 6, female n = 16) of age. Additional animals were included in the 52, 78, and 104 week time points to compensate for anticipated loss of animals during the course of the experiment. These numbers were based upon natural survival curves of these animals. Rats were treated according to the NCTR Institutional Animal Care and Use Committee guidelines.

### Necropsy

Animals were sacrificed at the same circadian time (between 0900 and 1100) for each time point and euthanized by carbon dioxide asphyxiation. Body weights were recorded and right lateral lobe sections of liver to be used for gene expression studies were stored in RNA*later *(Ambion, Foster City, CA) for 24 hr at room temperature followed by storage at -20 degrees C. Sections were collected at 52, 78 and 104 weeks for histological examination and placed in 10% neutral buffered formalin. Additional tissues including kidney, brain, pancreas, heart, lungs, muscle, uterus and testes were also collected in a similar manner.

### RNA Isolation

Total RNA was isolated from approximately 30 mg liver sections using Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA) according to manufacturer's protocol. The yield of the extracted RNA was determined spectrophotometrically by measuring the optical density at 260 nm (Nanodrop-1000, Thermo Scientific, Wilmington, DE). The purity and quality of extracted RNA were evaluated using the RNA 6000 LabChip and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA samples with RNA integrity numbers (RINs) greater than 8.0 were used for microarray and real time PCR experiments with an average of 8.7 for all samples.

### Microarray Experiments

Gene expression studies (n = 5 per group) were completed using single color (Cy3) Agilent Whole Rat Genome 4 × 44k microarrays, which contain 4 identical arrays per slide, and reagents according to manufacturer's protocols (Agilent Technologies, Santa Clara, CA) for cRNA labeling and hybridization using 500 nanograms of total RNA. An Agilent one-color spike-in kit was used as a positive control and to monitor labeling efficiency across all experiments. A universal rat reference (URR) RNA (Stratagene, Agilent Technologies) was labeled and incorporated into the array design to control for batch/day effects during data processing. In total, six URR hybridized arrays were included in the study. Pair-wise Pearson's correlations between un-normalized individual URR array intensity values (F532-median) ranged from R = 0.968 to 0.997. Samples were randomized by sex and age such that biological replicates of the same group were not hybridized to the same slide. Arrays were scanned for fluorescent signal intensities using a GenePix 4000B microarray scanner (Molecular Devices, Union City, CA). Images were analyzed for feature and background intensities using GenePix Pro 6.0 software (Molecular Devices). Full microarray data are available at Gene Expression Omnibus with accession GSE21335 [57].

### Microarray Data Analysis

Microarray intensity data were uploaded to the ArrayTrack database [26] and normalized using 75^th^-percentile scaling without background subtraction. Statistical analyses were performed on normalized intensity values using a two-way ANOVA (sex and time-point) in ArrayTrack. Relative fold-change values were calculated for data from each sex and time point. These relative fold-changes (individual values divided by the averaged expression from both males and females) were calculated on a per spot/feature basis. The MicroArray Quality Control (MAQC) Consortium [58] suggests the use of a fold-change cut off along with a non-stringent p-value cut off as a baseline practice to improve reproducibility in microarray data processing. Therefore, filtering criteria, consisting of a p-value < 0.05 and an absolute fold-change value of 1.5 or greater at any time point, were used to define an initial set of differentially expressed genes. Applying these criteria to the 41,897 features on the Agilent microarrays resulted in 7,951 array features (consisting of 3,770 unique Entrez Gene IDs) being designated as differentially expressed. The complete data set with annotations, fold-changes and p-values, k-means clusters, and 3D-PCA loadings data is available in Additional File 1, Table S1. For brevity and consistency, genes are referenced by their official gene symbol as defined by NCBI. Three-dimensional principal component analysis (3D-PCA) was performed on normalized intensity values of the 7,951 differentially expressed features in ArrayTrack. K-means cluster analysis was also performed on the 7,951 differentially expressed features using JMP Genomics (SAS 9.2). The number of initial clusters chosen was 30 as this was the lowest number of clusters to allow a minimal correlation coefficient of R = 0.7 for any feature profile in its respective cluster. Functional annotation and pathway analysis of gene expression data was performed using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA). Default settings for expression dataset analysis were used and results from Top Networks, Bio- and Tox- Functions and Canonical Pathways were queried to facilitate the biological interpretation of gene lists.

### Quantitative Real Time PCR Analysis

For each sample, 0.5 μg of total RNA was reverse transcribed by MultiScribe reverse transcriptase using random primers as described by the manufacturer (Applied Biosystems, High-Capacity Reverse Transcription Kit). The resultant cDNA (1.0 μl) was used as the template in a 20 μl Taqman Expression Assay PCR reaction (Applied Biosystems, Foster City, CA) for Cyp2d4 (Assay ID: Rn01504629_m1), Por (Rn00580820_m1), Arnl (Rn00577590_m1), Dbp (Rn00497539_m1) and Actb (Rn00667869_m1). Taqman PCR was conducted in MicroAmp Optical 96-well reaction plates (Applied Biosystems) on an ABI 7500 real-time PCR detection system. The gene expression level of each sample for each gene was standardized to the house-keeping gene, Actb, to control for differences in RNA loading, quality and cDNA synthesis using the ΔΔCt method. For graphing purposes, the relative expression levels were scaled such that the expression level of the mean expression for males and females was equal to one.

## Abbreviations

3D-PCA: three dimensional principal component analysis; AAALAC: Association for Assessment and Accreditation of Laboratory Animal Care; BER: base excision repair; Cyp: cytochrome P450; DEGs: differentially expressed genes; DILI: drug induced liver injury; F344: Fisher 344; FDA: Food and Drug Administration; GH: growth hormone; GO: Gene Ontology; GOFFA: Gene Ontology For Functional Analysis; IPA: Ingenuity Pathway Analysis; MMR: mismatch repair; NCBI: National Center for Biological Information; NCTR: National Center for Toxicological Research; NER: nucleotide excision repair; NTP: National Toxicology Program; PAR bZip: proline and acidic amino acid rich basic leucine zipper; PC: principal component; PPARa: peroxisome proliferator activated receptor alpha; qRTPCR: quantitative real time PCR; RIN: RNA integrity number; SCN: suprachiasmatic nucleus; SEM: standard error of the mean; URR: universal reference RNA.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JCK carried out the microarray experiments, data processing, pathway analysis and drafted the manuscript. VGD participated in the study's conception, design and coordination of the in-life study. CLM participated in the in-life study and RNA isolation. WSB participated in the in-life study and microarray data processing. JCF conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Data Table S1**. A listing of all differentially expressed genes, annotations, relative fold change values, p-values, k-means clusters and principal component analysis loadings values. Open with MS Excel or comparable spreadsheet software. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

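Liver RNA of 90 F344 rats, 5 of each sex at each of 9 ages, was measured on 90 one-colour Agilent whole rat genome arrays. The universal reference arrays of the methods have no columns in the value table. Per the methods, the authors scanned the arrays with a GenePix scanner and scaled intensities to the 75th percentile without background subtraction in ArrayTrack. The values as deposited are linear spot intensities, with some values below 0 and with array medians that differ, divided for each probe by the geometric mean of its positive intensities. How the authors made them is not stated in the paper's text, and background was subtracted judging by values below 0 and by the brightest value of each array, which lies 40 to 56 under the scanner's maximum of 65535.

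For each feature the smallest number that turns all its values into whole numbers, within a relative tolerance of 3e-07, was taken as its divisor, for features with at least 3 values. It was found for 39451 features and not for 7, which were left out, as were the 77 control features. The search was tested on simulated data. Each array was scaled so that its 75th percentile over the 5851 probes with a value on every array equals the geometric mean of these percentiles, which run from 912 to 2747 before scaling. Probes with a value number 16411 on the median array. Missing values and scaled intensities under 50 were set to 50, and log2 was taken. Features above the floor on at least 5 arrays were tested, 13663 in all, of which 5753 are above it on every array. For the correlations of replicates missing values were set to 0.

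The model has 18 groups and was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with sum-to-zero coding for the 2-way test of sex, age and interaction. Unadjusted p served for the counts that follow the paper's thresholds, and p adjusted by Benjamini-Hochberg over all tested features of a comparison for all other calls, including the named genes. The relative fold has the median of the 18 group means as baseline, where the paper divides by the average over both sexes. Comparisons were of the sexes at each age, of all 36 pairs of ages in each sex, of 52 and 104 weeks in each sex, and of that change between the sexes. Gene lists were tested with limma on the list's mean per array and with camera, with the preset and with an estimated correlation. Exact permutation tests run over all 362880 pairings of 9 values, and other permutation tests over 100000 resamples. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

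Of 41012 probes, 20932 have 1 gene symbol and 20080 have none in the array's annotation, which gives 15930 symbols. For 17424 probes the accession is in the gene table of GRCr8, which was used only for names and gave 2311 probes another symbol. The build on which the probes were designed is not named, so no coordinates are given. Named genes are the genes that the results, the discussion, Table 1 or Figures 5 to 7 name and that could be paired with a feature, 96 with the genes that check the sex labels, together with the features of largest change in each comparison of the sexes and in late life. The values in the paper's figures, Table 1 and Table S1 had been seen when this rule was written. For a gene with several features the one with the highest mean intensity was used, with the other features' direction and the average of the features as alternatives. Hlf, Ahr, Cyp2c79 and Pgcl1, Pgcl3 and Pgcl5 could not be paired with a probe and were left out.

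Before the data were examined, the comparisons, the tests, the rule for named genes and 61 alternatives were fixed: quantile normalization, the normexp background model with an offset of 50, a filter on dim features, adjusted p, the replicate number as a block, other baselines and scales, averaging of a gene's features, other starts of k-means, and each array left out in turn. After the values were seen, 64 were added: floors of 5, 10, 25 and 100, the 75th percentile over all probes, background added back, only probes with a value on every array, and more arrays left out in turn. The setting with background added back also scales arrays to the 75th percentile over all probes and sets no floor. So its effect is not that of background alone. The closing section gives the effect of the alternatives.

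The 11 gene lists were written before the data were examined: NK and large granular lymphocytes (8 genes tested), T cells (2), B cells (2, Cd74 and RT1-Da, which other antigen-presenting cells express too), Kupffer cells (7), erythroid precursors (4), bile duct epithelium (4), stellate cells and matrix (5), cell division (9), pancreas (4), clock genes high with Arntl (4) and clock genes high with Dbp (6).

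The pipeline was tested on simulated data for females and males at 15 weeks. Of 50 features changed at each size, 58% were found at 1.5-fold, 90% at 2-fold, and 100% at 4-fold and at 8-fold. Among all 13663 simulated features, 7 unchanged ones were called. The simulated noise is normal and independent between features, with no floor, missing values or distant arrays. So these rates need not hold for the real arrays. On the log2 values of the tested features the highest r between any 2 arrays is 0.9934, so no array is a copy of another. Of the 90 arrays, 69 are nearest to their own group. The median difference of females and males at 15 weeks over all tested features is 0.045.

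The polymerase chain reaction measurements, body weights, pathway analysis and histology are in no file at hand and were left out. Only the first 1667 features of Table S1 are at hand, so no overlap with it or enrichment in it was tested.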

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

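The tests of wrong sex labels, of a lower share of hepatocytes and of the scaling of the male array at 104 weeks were chosen only after the result was seen.

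Arrays far from the other 4 of their group were looked for with Dixon's test for 5 values. Of 108 groups of array measures, 6 have such an array, and of 198 groups of gene list means 27 have one, 5 of them with a range of at least 1 log2 unit, where 5% of groups would have one by chance. The scale factor of male replicate 4 at 2 weeks is 1.176 where those of the other 4 are 0.845 to 0.885, and that of female replicate 1 at 5 weeks is 1.591 where the others are 0.732 to 0.965. The mean r with the other arrays of the group is 0.9755 for male replicate 5 at 5 weeks (0.9833 to 0.9851 for the others) and 0.9728 for male replicate 5 at 15 weeks (0.9793 to 0.9819). On component 2 male replicate 5 at 104 weeks lies at 21.19 (others 12.38 to 14.19), and on component 3 male replicate 2 at 15 weeks lies at 9.64 (others -3.04 to 0.48). The mean of the B cell list is 11.49 on male replicate 4 at 78 weeks (others 9.999 to 10.29), and the mean of the bile duct list is 6.795 on male replicate 5 at 5 weeks, where the other 4 arrays are at the floor. Among the named genes, 77 of 1194 groups with all 5 arrays above the floor have a distant array. All arrays were kept, and each was left out in turn.

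On male replicate 2 at 104 weeks the T cell list lies at 7.531 (others 6.381 to 6.545), the B cell list at 11.67 (others 9.399 to 9.928) and the list of stellate cells and matrix at 9.513 (others 7.965 to 8.235). Array scaling would move all lists alike, and a lower share of hepatocytes would raise the markers of all other cell types alike. Each is excluded as the only cause, because the B cell list rises by 1.54 more than the Kupffer cell list. The rises are 1.96 and 0.42, with an SD of 0.26 and 0.09 over the other 4 arrays, while the list of erythroid precursors falls by 0.41 (SD 0.39). A lower share of hepatocytes that comes with more cells of other kinds is not excluded, as no list of hepatocyte genes was tested. The 2 tested genes of the B cell list are Cd74 and RT1-Da, MHC class II genes that other antigen-presenting cells express too, so the list does not single out lymphocytes. More cells of these kinds and more matrix in the piece of this liver that was sampled stay open as a hypothesis, found and tested on the same data.

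The list of genes of NK and large granular lymphocytes, a signal the paper did not analyse, is higher at 104 than at 52 weeks in females by 1.61 log2 units (adjusted p 0.000213 for the mean of its 8 genes). Camera calls it with the preset correlation (adjusted p 8.03e-05) and not with the correlation estimated from the arrays (adjusted p 0.448). The rise comes from 2 arrays: female replicates 1 and 5 have a list mean of 10.109 and 10.217, and the other 3 have 5.868, 5.928 and 5.883. On the highest array Prf1 reaches 5000 against a median of 51.9 over the 5 arrays, Gzma 6170 against 114, and Nkg7 2790. A wrong sex label is excluded for these arrays, as Eif2s3y, a gene of the Y chromosome, is above the floor on 0 of the 5. A lower share of hepatocytes is excluded as the only cause, because the list spans 2.49 log2 units more over the 5 arrays than the Kupffer cell list. A lower share that comes with more cells of other kinds stays open, as no list of hepatocyte genes was tested. A wrong age label cannot be decided by the nearest group: 4 of the 5 arrays are nearest to another group, but so are 21 of all 90 arrays. In females at the other ages the group means of the list run from 5.91 at 2 weeks (SD 0.1) to 6.17 at 15 weeks (SD 0.2). No other age of females reaches the level of these 2 arrays, which argues against a wrong age label as the cause of their rise. The test of lymphocytes in the livers of single animals asked whether 1 array holds most of the list's highest values. It cannot decide where 2 animals carry the rise: 62.5% of the list's genes have their highest value on replicate 5 and the rest on replicate 1. The rise lies in these 2 animals, and the other 3 arrays reach no higher than 5.928. The same arrays have the highest list means for Kupffer cells (11.235 and 11.06) and for cell division (6.982 and 7.315). The other 3 arrays argue against an age effect shared by all females at 104 weeks. An effect of age in some animals only stays open and untested.

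The change with age differs between the sexes for 3775 features, and the change from 52 to 104 weeks differs for 473. For the former, 1 of 100 splits of the arrays, the real one, gives as many (highest other split 1291), so chance can be excluded. For the latter, 7 of 100 splits give as many (highest other split 1058). These splits swap the sexes within 52 and 104 weeks. An uneven swap can turn the sex difference at 1 age (1863 features at 52 weeks) into a difference of change. So these splits cannot decide whether chance gives this number of features.

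Among exocrine pancreas genes, the mean of the list is lower at 104 than at 21 weeks in males by a change of -0.78 (adjusted p 7.84e-14), with a median over the 4 genes of -0.01, so the change lies in a part of the list. Camera does not call it with the preset correlation (adjusted p 0.0839). Cela1 reaches 2390 and Cpa1 2210 in their highest groups, while Ctrb1 and Cpb1 stay at 66.3 and 60.5 at most. Pancreas tissue in the samples was not tested further, and age stays open as an untested explanation.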

How the results depend on the processing

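The alternatives with another floor, with the 75th percentile over all probes, with background added back and with only the probes that have a value on every array were chosen after the data were seen. The others were set before the data were examined. Of the 197 comparisons of named genes, all 197 keep their direction and call with the replicate number as a block, 191 after quantile normalization, 188 with the normexp background model, 187 with the features of a gene averaged, 187 with a floor of 25, 185 of the 188 tested with a floor of 100, 184 with the 75th percentile over all probes, 182 with background added back, 179 with a floor of 10 and 173 with a floor of 5. Of those with a probe that has a value on every array, 96 keep theirs and 2 become stronger. Each array of a comparison was also left out in turn. Of these refits, 851 for comparisons of the sexes keep the call, 24 become weaker and 5 stronger, and 1033 for comparisons of ages keep it, 43 become weaker and 14 stronger. The main counts for the values below are 5862 features of 3421 genes, 3775 features with an interaction, 919, 1091 and 2087 features in females and 2364, 1446 and 2147 in males between 2 weeks and 15, 52 and 104 weeks, and 33.9%, 21.3% and 8.53% for the components. Late in life 1325 features are higher and 766 lower in females, 787 are higher and 1035 lower in males, and 473 differ between the sexes. The distance between the sexes is 171% of its mean at 15 weeks, 152% at 52 and 34.3% at 104.

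Lowered to 5, the floor gives other counts: 10273 features of 5379 genes are called, 2034 have an interaction, in females 1629 differ between 2 and 15 weeks, 1985 between 2 and 52 and 3645 between 2 and 104, in males 3909 differ between 2 and 15 weeks, 2300 between 2 and 52 and 3522 between 2 and 104, the late-life change differs between the sexes for 299, component 1 holds 19.1%, component 2 holds 10.7% and component 3 holds 7.02% and the distance between the sexes is 45.3% of its mean at 104 weeks. Of the sex-predominant genes, higher in females are 126 (main 67) at 2, 114 (main 13) at 5, 118 (main 47) at 6, 329 (main 119) at 8, 430 (main 162) at 15, 228 (main 120) at 21, 252 (main 124) at 52, 223 (main 70) at 78 and 262 (main 104) at 104 weeks, and higher in males are 328 (main 64) at 2, 96 (main 23) at 5, 126 (main 44) at 6, 159 (main 101) at 8, 575 (main 326) at 15, 307 (main 150) at 21, 552 (main 177) at 52, 295 (main 137) at 78 and 94 (main 46) at 104 weeks. The share of sex-predominant genes higher in females is 67.4% at 8 weeks against 54.1%, and 42.8% at 15 weeks against 33.2%. The cause was not tested beyond the number of probes with a value, given with the other observations.

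Set to 10, the floor gives these counts: 10077 features of 5326 genes are called, in females 1707 differ between 2 and 15 weeks, 2100 between 2 and 52 and 4023 between 2 and 104, in males 4371 differ between 2 and 15 weeks, 2481 between 2 and 52 and 4070 between 2 and 104, component 1 holds 23.2% and component 2 holds 13.1% and the distance between the sexes is 42.4% of its mean at 104 weeks. Counted by sex and age, genes higher in females are 105 (main 67) at 2, 73 (main 13) at 5, 90 (main 47) at 6, 272 (main 119) at 8, 396 (main 162) at 15, 202 (main 120) at 21, 205 (main 124) at 52, 170 (main 70) at 78 and 225 (main 104) at 104 weeks, and higher in males are 293 (main 64) at 2, 78 (main 23) at 5, 91 (main 44) at 6, 154 (main 101) at 8, 571 (main 326) at 15, 272 (main 150) at 21, 495 (main 177) at 52, 280 (main 137) at 78 and 80 (main 46) at 104 weeks. The cause was not tested.

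At 25 instead, component 2 holds 18.2%. By age, genes higher in females are 248 (main 162) at 15 weeks, and higher in males are 128 (main 64) at 2 and 274 (main 177) at 52 weeks. Raised to 100, the floor gives other counts: in males 1407 differ between 2 and 104 weeks, late in life 835 are higher in females and late in life 655 are lower in males. For single ages, genes higher in females are 8 (main 13) at 5 weeks, and higher in males are 39 (main 64) at 2, 15 (main 23) at 5 and 87 (main 137) at 78 weeks. The cause was not tested for either floor.

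With only the features above the median feature, 3215 features of 2039 genes are called, 2389 have an interaction, in females 592 differ between 2 and 15 weeks, 687 between 2 and 52 and 1276 between 2 and 104, in males 1449 differ between 2 and 15 weeks, 897 between 2 and 52 and 1244 between 2 and 104, late in life 693 are higher and 471 lower in females, late in life 579 are lower in males and the late-life change differs between the sexes for 312. In the counts of genes, higher in females are 41 (main 70) at 78 and 30 (main 104) at 104 weeks, and higher in males are 22 (main 64) at 2, 27 (main 44) at 6, 58 (main 101) at 8, 99 (main 150) at 21 and 80 (main 137) at 78 weeks. Fewer features are tested there by construction, which lowers the counts.

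With only probes that have a value on every array, 2557 features of 1677 genes are called, 2127 have an interaction, in females 392 differ between 2 and 15 weeks, 461 between 2 and 52 and 920 between 2 and 104, in males 1058 differ between 2 and 15 weeks, 636 between 2 and 52 and 918 between 2 and 104, late in life 484 are higher and 410 lower in females, late in life 388 are higher and 463 lower in males, the late-life change differs between the sexes for 200, component 1 holds 40%, component 2 holds 12.6% and component 3 holds 10.3% and the distance between the sexes is 194% of its mean at 15 and 143% of its mean at 52 weeks. Genes by age change too: higher in females are 3 (main 13) at 5, 22 (main 47) at 6, 61 (main 119) at 8, 79 (main 162) at 15, 60 (main 120) at 21, 53 (main 124) at 52, 22 (main 70) at 78 and 15 (main 104) at 104 weeks, and higher in males are 11 (main 64) at 2, 5 (main 23) at 5, 10 (main 44) at 6, 29 (main 101) at 8, 161 (main 326) at 15, 59 (main 150) at 21, 66 (main 177) at 52, 44 (main 137) at 78 and 20 (main 46) at 104 weeks. Fewer features are tested there by construction, which lowers the counts.

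With the normexp background model, late in life 604 are higher and 1657 lower in females. The gene counts are these: higher in females are 7 (main 13) at 5 and 69 (main 104) at 104 weeks, and higher in males are 30 (main 64) at 2 weeks. Its late-life change in males has 610 higher and 1237 lower, so 26.7% are higher in females and 33.0% in males, against 63.4% and 43.2%. The list of clock genes high with Arntl, 0.14 higher at 104 than at 52 weeks in females, reverses to -0.34 (adjusted p 0.0342). With the 75th percentile over all probes, late in life 1262 are higher and 568 lower in males. As for genes, higher in males are 40 (main 64) at 2 and 494 (main 326) at 15 weeks. In females 950 are then higher and 1144 lower, so 45.4% are higher in females and 69.0% in males. After quantile normalization 1097 are higher and 878 lower in females (55.5%), and 974 and 818 in males (54.4%). With background added back, 2380 have an interaction, late in life 637 are lower in males, the late-life change differs between the sexes for 290 and component 3 holds 6.89%. Counted as genes, higher in females are 8 (main 13) at 5 and 103 (main 162) at 15 weeks, and higher in males are 34 (main 64) at 2 weeks. There 1462 are higher in females, and 1172 in males, so 68.6% and 64.8% are higher. So which way most late-life features move differs between these settings, and the cause was not tested. For the normexp background model the scale factors are a possible cause. In females they run from 0.586 to 0.897 at 52 weeks and from 0.934 to 1.77 at 104 weeks. If the offset is scaled with the array, dim probes fall at 104 weeks without a change in expression. The female counts of that model and its reversal of the Arntl list therefore cannot decide the direction.

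With p adjusted at each age, higher in females are 8 (main 13) at 5 and 64 (main 104) at 104 weeks, and higher in males are 13 (main 23) at 5 weeks. With only the 10 arrays of an age in the model, higher in females are 32 (main 104) at 104 weeks. With the p of the sex effect over all ages, higher in females are 45 (main 104) at 104 weeks, and higher in males are 37 (main 64) at 2 weeks. With all features in place of the called ones, component 1 holds 29.5% and component 2 holds 17.5%. With features scaled to unit variance, component 2 holds 10.8% and the distance between the sexes is 194% of its mean at 15, 136% of its mean at 52 and 48.9% of its mean at 104 weeks. On linear intensities, component 3 holds 11.5% and the distance between the sexes is 205% of its mean at 15 and 162% of its mean at 52 weeks. On log2 values, the mean r of replicates is 0.987. Averaged over its features, the change of Il6st from 52 to 104 weeks in females goes from -0.02 to 0.60 (adjusted p 0.00262). The cause was not tested for any of these.

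With 1 array left out in turn, the genes higher in females range from 8 to 15 at 5 weeks (main 13) and from 54 to 149 at 104 weeks (main 104), and the features higher at 104 than at 52 weeks in males from 523 to 929 (main 787). The other counts range within 1.5-fold of their main value, for example from 5776 to 6014 for the called features, from 3368 to 4139 for the interaction, from 1079 to 1447 for the features higher late in life in females, and from 285 to 413 for the genes higher in males at 15 weeks.

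With the replicate number as a block, 5855 features of 3417 genes are called, and late in life 1319 are higher and 767 lower in females and 780 higher and 1026 lower in males. The numbers do not pair the arrays: residuals of arrays with the same number in different groups have a mean r of -0.0137 (range -0.578 to 0.661, 223 of 765 pairs above 0.1), and those with different numbers a mean r of 0.00363. No paired analysis was possible because each rat gave 1 array.

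Signal over background limits what the dim probes can show. Cells hold a value in 17.2% of cases where a probe's median intensity is 10 to 20, in 67.6% at 30 to 50, in 88.3% at 50 to 100 and in 97.1% at 100 to 200.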

Differences from the paper's values

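Values that differ from the paper's by more than 1.5-fold and more than their own spread, or for correlations by more than the spread over the groups, are given with the paper's value. The alternatives named without a remark were set before the data were examined.

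The mean r of replicates over all probes is 0.966, and the paper's value is 0.986. On log2 values it is 0.987 and does not differ, and after quantile normalization (0.968) it does. Over the called features the lowest r of a pair is 0.766, and the paper's value is 0.962. It differs on log2 values (0.890) and after quantile normalization (0.786) as well.

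The smallest of 30 k-means clusters holds 126 profiles and the largest 943, where the paper gives 16 and 2252. The other random starts differ as well.

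The paper gives more than 70% of sex-predominant genes as higher in females from 6 to 21 weeks. Over these ages together 41.9% are, with a gene counted once for each age, at 15 weeks 33.2% and at 21 weeks 44.4%. Over the ages together the value differs under each alternative except the floors of 5 (48.6%) and 10 (46.9%), chosen after seeing the values. At 15 weeks it differs under each alternative. At 21 weeks it does not differ after quantile normalization and with only the features above the median feature, nor with the 75th percentile over all probes, background added back or only probes with a value on every array, the last 3 chosen after seeing the values.

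The relative fold of Igf2 at 2 weeks is 187 in females and 842 in males, where the paper gives 100 and 500. Its baseline lies close to the floor, so the relative fold rests on the floor. With the normexp background model it is 106 and 476 and does not differ, and after quantile normalization (185 and 871) and over the mean of the group means (3.21 and 14.5) it does. The relative fold of Cyp1a2 in males is 0.949 at 6 and 0.988 at 8 weeks, where the paper gives 1.5. At 6 weeks it differs under each alternative, and at 8 weeks under all except the mean of the group means (1.0). In females it is 1.34 and 1.66 and does not differ. Dpyd in males at 5 weeks is 3.06-fold below the baseline, where the paper gives 2-fold. After quantile normalization (2.93), with the normexp background model (2.08) and over the mean of the group means (2.99) it does not differ.

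Cyp2c11 is higher in males at least 425-fold at 8, 469-fold at 15, at least 465-fold at 21 and at least 409-fold at 52 weeks, where the paper gives 200 to 250. With the normexp background model it is 269-fold at 8, 324-fold at 15 and 316-fold at 52 weeks and does not differ, but 496-fold at 21 weeks, which does. Quantile normalization, the replicate block and averaging of features differ at each age. With a floor of 100, chosen after seeing the values, it is 212-fold, 241-fold, 232-fold and 204-fold. With background added back, chosen likewise, it does not differ at 8 (272-fold), 15 (363-fold) and 52 weeks (357-fold), and differs at 21 weeks (507-fold). Egfr is 3.32-fold higher in males at 52 weeks, where the paper gives 2-fold. It does not differ with the normexp background model (2.69) and with features averaged (2.62), nor with the 75th percentile over all probes (3.0) and background added back (2.91), both chosen after seeing the values, and differs under the other alternatives. Cyp4a8 is 5.05-fold higher in males at 6 and 6.88-fold at 8 weeks, where the paper gives about 11-fold without naming ages for this gene. At 15 and 21 weeks it does not differ. At 6 weeks it differs under each alternative, and at 8 weeks under all except the 75th percentile over all probes (7.42), chosen after seeing the values.

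Some statements differ too. The paper states a predominance of genes higher in females at 8 and 15 weeks. At 15 weeks 162 are higher in females and 326 in males, and no alternative gives more genes higher in females. Without the fold threshold and with p adjusted, more features are higher in females there (2464 against 1960). The paper names 2 and 52 weeks as the ages that differ most, and here 2 and 104 weeks do in females and 2 and 15 weeks in males. The paper assigns genes higher in females to the first component, genes higher in males to the second and Col1a1 and Phgdh to the third. Here both kinds of sex-specific genes rank highest on component 2, and Col1a1 and Phgdh rank low on component 3. In Table 1 the column headed AGE ranks as the p for sex computed here (rho 0.889), and the column headed SEX has a lower rho with the p for age (0.524). Table S1 prints the values of Fmo1 the other way, 0.1169 under SEX and 8e-04 under AGE, and likewise those of Usp14, Polg, Ugt2b and Sqstm1.

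The paper states that Crp, Il6st and Abcg1 are up in the second year, and none of them is called from 52 to 104 weeks. Il6st is called with features averaged in females (0.60, adjusted p 0.00262). Crp is called with features averaged in both sexes (1.02 in females, 0.82 in males), and with background added back in females (0.70), chosen after seeing the values. The paper lists Fmo1 among genes up late, with only its female profile in a cluster it names as rising late. Here Fmo1 rises in females, as the paper gives, and falls in males. Cyp3a23/3a1 is given as higher in females at 15 weeks, and the difference is not called. Cdh17 is given as higher in males to 104 weeks, and at 104 weeks it is not called, while it is with the normexp background model (-1.68) and with background added back (-1.75), the latter chosen after seeing the values. Cyp2e1 is described as having spikes in young animals, and its lowest levels over these ages are at 5 weeks in both sexes. Igf1 is described as low at 2 weeks in both sexes, and the rise to 8 weeks is called in males only, a difference between the sexes that was not tested. In females it is called with features averaged (1.09), after quantile normalization (0.25) and with background added back (0.43), the last chosen after seeing the values. Nr1i3 is given as not differentially expressed and is called here.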

Other observations

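The tests of the number of probes with a value at 8 weeks, of the clock phase for females at 15 weeks and of the sex labels at 104 weeks were chosen only after the result was seen.

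For each comparison of the groups, other splits of the same arrays into groups of the same sizes were drawn, 100 with the real one, and counted when they call as many features. Between the sexes the real split calls 1474 features at 2 weeks (2 of 100 splits call as many, highest other 1967), 152 at 5 weeks (1 of 100, 59), 366 at 6 weeks (1 of 100, 139), 1135 at 8 weeks (2 of 100, 1475), 4424 at 15 weeks (1 of 100, 3828), 1304 at 21 weeks (1 of 100, 752), 1863 at 52 weeks (1 of 100, 1280) and 952 at 78 weeks (1 of 100, 312), so chance can be excluded at these ages. At 104 weeks it calls 497, and 19 of 100 splits call as many (highest other 1938), so chance cannot be excluded there for the number of features. Splits that call more than the real one, at 2, 8 and 104 weeks, point to a structure of the samples other than sex. Chance can be excluded for the change from 52 to 104 weeks in females (2091 features, 1 of 100, highest other 1495) and in males (1822, 1 of 100, 1054), for the change between 2 and 52 weeks in females (1091, 1 of 100, 517) and in males (1446, 1 of 100, 696), and for the called features (5862, 1 of 100, 1133).

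Fewer sex differences at 104 than at 52 weeks could come from a wrong sex label. Eif2s3y, a gene of the Y chromosome, is above the floor on 5 of the 5 male arrays at 104 weeks and on no female array of any age, so a wrong sex label is excluded. Over all ages it is above the floor on 41 of the 45 male arrays.

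With lower floors, where dim features enter, the share of sex-predominant genes higher in females at 8 weeks rises. A possible explanation is a difference in the number of probes with a value between the groups. Over the 9 ages at a floor of 10, the share and that difference have an r of 0.699 (exact permutation p 0.0358), a rho of 0.617 (exact permutation p 0.0857) and an r of 0.367 without the 2 ages farthest from the median. The values go the way the explanation requires, though the r rests on few ages.

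Females at 15 weeks and males at 52 weeks differ from the ages on both sides of them in similar features, with an r of 0.626 across features. With the difference of females at 15 weeks, that of males at 15 and 8 weeks has an r of -0.235 and -0.042, and that of females at 52, 21 and 6 weeks 0.619, -0.626 and -0.283, but the female ones share arrays with it, so whether the pattern is particular to these groups is open. Array scaling is excluded as the cause, as the r is 0.628 after quantile normalization. Clock phase at sampling cannot be decided: the list of clock genes high with Dbp differs by -0.06 for females at 15 weeks, but over these ages it lies as little as 0.13 above the floor, and for males at 52 weeks it differs by 0.72 (largest SD of the groups 0.46). The list high with Arntl, above the floor, differs by 0.14 (0.18) and -0.54 (0.40). A probe-level effect such as labelling or RNA quality cannot be decided either. Between 2 features of the same gene (1341 genes) the r of the difference is 0.268 for females at 15 weeks and 0.319 for males at 52 weeks, against 0.655 for males at 5 weeks, but it is 0.323 for females at 52 weeks too, and low at the ages next to these groups, whose differences share arrays with theirs (females 0.351 at 8 and 0.315 at 21 weeks, males 0.376 at 21 and 0.377 at 78 weeks). For the change from 52 to 104 weeks it is 0.269 in females and 0.540 in males. A hybridization batch cannot be told apart from age, as 4 of the 5 female arrays at 15 weeks lie beyond all 10 arrays of the neighbouring ages and neither slide nor day of an array is given. The paper states that replicates of a group were kept on separate slides, so a single slide would hold no more than 1 of these 4 arrays.

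The lists of clock genes move in opposite directions. From 21 to 52 weeks in females the list high with Arntl changes by -1.23 and the list high with Dbp by 1.63 (adjusted p with the correlation estimated by camera 0.0056 and 0.000535), and from 21 to 104 weeks by -1.09 and 1.41. In males the changes from 21 to 52 weeks are -0.60 and 0.70, and from 52 to 78 weeks 0.47 and -0.75. Clock phase at sampling is a candidate explanation, and the values go the way it requires: as deviations from the group means over 90 arrays, the lists have an r of -0.661 (permutation p 1e-05, the smallest possible), a rho of -0.583 (permutation p 1e-05) and an r of -0.622 without the 2 farthest arrays, with -0.513 over the 60 arrays from 2 to 21 weeks and -0.777 over the 30 from 52 to 104 weeks. The paper states that all animals were killed within the same hours of the morning. The hour of sampling of each animal is not given, so age itself stays open as an untested explanation.

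The remaining gene lists give these changes of their mean. From 52 to 104 weeks in females, Kupffer cells rise by 0.86 (adjusted p 0.000351), erythroid precursors by 0.89 (adjusted p 0.00302) and cell division by 0.63 (adjusted p 0.00348). Among the female arrays at 104 weeks erythroid precursors stand out on replicate 1 (10.033, others 7.452 to 8.411), and cell division on replicates 1 and 5, where the others lie at 5.667 to 5.698. Kupffer cells stand out on the same 2 arrays (11.235 and 11.06, others 9.379 to 9.897), with a mean of 9.35 (SD 0.25) in females at 52 weeks. Over the same ages in females bile duct epithelium changes by 0.19, stellate cells and matrix by 0.36, T cells by -0.14 and B cells by 0.11. In males over the same ages Kupffer cells rise by 0.81 (adjusted p 0.000651), and T cells rise by 0.88 from 21 to 104 weeks (adjusted p 1.62e-07). At 2 against 21 weeks, stellate cells and matrix are higher by 2.02 in females and 1.99 in males, cell division by 0.46 and 1.17 and erythroid precursors by 0.63 and 0.72, and B cells are lower in males, at -1.63. Of 99 tests of a list in a comparison, camera calls 24 with the preset correlation and 4 with the correlation estimated from the arrays, and these 4 are of the clock lists in females.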
